# Methuosis Inducer SGI‐1027 Cooperates with Everolimus to Promote Apoptosis and Pyroptosis by Triggering Lysosomal Membrane Permeability in Renal Cancer

**DOI:** 10.1002/advs.202404693

**Published:** 2024-08-09

**Authors:** Yu Luo, Bing Guan, Xiaoqi Deng, Peide Bai, Haichao Huang, Chaohao Miao, Anran Sun, Zhipeng Li, Dianqiang Yang, Xuegang Wang, Zhiqiang Shao, Yulong Wu, Jinchun Xing, Bin Chen, Tao Wang

**Keywords:** everolimus, lysosome, methuosis, pyroptosis, renal cell carcinoma, SGI‐1027

## Abstract

The mTOR inhibitor everolimus has been approved as a sequential or second‐line therapy for renal cell carcinoma (RCC). However, the development of drug resistance limits its clinical applications. This study aims to address the challenge of everolimus resistance and provide new insights into the treatment of advanced RCC. Here, the cytotoxicity of the DNA methyltransferase 1 (DNMT1) inhibitor SGI‐1027 in inducing cell vacuolation and methuosis is discovered and demonstrated for the first time. Additionally, SGI‐1027 exerts synergistic effects with everolimus, as their combination suppresses the growth, migration, and invasion of renal cancer cells. Mechanistically, apoptosis and GSDME‐dependent pyroptosis triggered by lysosomal membrane permeability (LMP) are observed. The upregulation of GSDME expression and increased lysosomal activity in renal cancer cells provide a therapeutic window for the combination of these two drugs to treat renal cancer. The combination treatment exhibits effective anti‐tumor activity and is well tolerated in a subcutaneous tumor model. Overall, this study validates and reveals the specific cytotoxicity property of SGI‐1027 and its potent synergistic effect with everolimus, offering new insights into advanced RCC therapy and everolimus‐resistance overcoming.

## 1 Introduction

Renal cell carcinoma (RCC) is one of the most common urological tumors with an increasing incidence.^[^ ^1^ ^]^ Despite the early detection of RCC achieved through widespread use of cross‐sectional abdominal imaging and improved patient access to surgery,^[^ ^2^, ^3^ ^]^ metastatic RCC and postoperative recurrence remain challenging in clinical.^[^ ^4^, ^5^ ^]^ Additionally, advanced RCC shows unsatisfactory response to radiotherapy, chemotherapy, and targeted therapy,^[^ ^6^, ^7^ ^]^ emphasizing the importance of exploring new therapeutic agents or treatment options. Everolimus has been approved by the Food and Drug Administration (FDA) for the treatment of advanced metastatic RCC.^[^ ^8^ ^]^ Phase III clinical trial has shown that everolimus improved the progression‐free survival (PFS) of patients with metastatic RCC.^[^ ^9^ ^]^ Despite this, the development of drug resistance significantly affects the clinical effectiveness of everolimus.^[^ ^10^, ^11^ ^]^ Currently, multiple mechanisms of everolimus resistance have been identified, such as the activation of the ERK/MAPK, PI3K/AKT pathways and autophagy activity in tumor cells,^[^ ^12^, ^13^ ^]^ which underscores the importance of multi‐target combination therapy for overcoming everolimus resistance. For example, everolimus combined with the ERK inhibitor SCH772984 and the autophagy inhibitor chloroquine have been reported to improve the therapeutic efficacy of everolimus in renal cancer cells in vitro and in vivo.^[^ ^14^ ^]^ However, most studies have been confined to the basic research stage, possibly due to the limited therapeutic efficacy of these combination therapy. Hence, it is imperative to identify the optimal drug combination with a robust synergistic effect and acceptable tolerance to overcome everolimus resistance, potentially yielding significant clinical benefits for patients with advanced RCC.

Most chemotherapy and targeted therapy agents exert their anti‐tumor effects by inducing apoptosis.^[^ ^15^, ^16^ ^]^ However, tumor cells can develop resistance to apoptosis by various mechanisms such as increasing drug efflux, enhancing DNA damage repair, or altering apoptosis pathways.^[^ ^17^, ^18^, ^19^ ^]^ Therefore, exploring alternative drugs targeting nonapoptotic cell death might be a potential way for antiapoptotic drug resistance. In recent years, methuosis has attracted attention as a potential alternative mechanism, given its peculiar form of non‐apoptotic cell death.^[^ ^20^ ^]^ Cells undergoing methuosis generate numerous cytoplasmic vacuoles through macropinocytosis.^[^ ^21^ ^]^ The vacuoles tend to accumulate, fuse, and expand because they neither recycle nor fuse with lysosomes.^[^ ^20^ ^]^ An increasing number of methuosis inducers have been reported in recent years. The chalcone‐related small molecule MIPP has been reported to induce methuosis in glioblastoma cells.^[^ ^22^ ^]^ The compound Epimedokoreanin C (EKC) isolated from a Chinese herb *Epimedium koreanum* has been reported to induce methuosis in lung cancer cells.^[^ ^23^ ^]^ The azaindole‐based compound 13 has been reported to induce methuosis in a variety of tumor cells.^[^ ^24^ ^]^ By contrast, pyroptosis is an intense programmed cell death mediated by the gasdermin protein family (GSDMs).^[^ ^25^ ^]^ Unlike apoptosis, pyroptosis is characterized by cell membrane breakdown and inflammatory cytokine release, activating the immune system and leading to inflammation.^[^ ^26^ ^]^ Pyroptosis has been considered as a new direction of chemoresistance and immunotherapy due to its natural proinflammatory ability and violent cellular response.^[^ ^27^ ^]^ Therefore, methuosis and pyroptosis could be the new directions for treatment of the anti‐apoptotic tumors.

In the present study, we discovered and demonstrated for the first time that SGI‐1027 induced cytoplasmic vacuolization and methuosis in renal cancer cells. In addition, SGI‐1027 cooperated with everolimus to induce apoptosis and GSDME‐dependent pyroptosis by triggering lysosomal membrane permeability (LMP). The increased expression of GSDME and lysosomal activity in renal cancer cells provided strong evidence for the combination of SGI‐1027 and everolimus in the treatment of advanced RCC. Generally, the unique pharmacological properties of SGI‐1027 offer new insights for RCC therapy and everolimus resistance.

## 2 Results

### 2.1 SGI‐1027 Induced Vacuoles via Macropinocytosis in Renal Cancer Cells

Initially, we assessed the cytotoxicity of SGI‐1027 on renal cancer cells (786‐O, A‐498, Caki‐1) and HK‐2 proximal tubule epithelial cells. SGI‐1027 inhibited the cell viability of all tested cell lines in a dose‐dependent manner (Figure S1, Supporting Information), with respective IC_50_ values of 1.121 × 10^−6^ m, 1.702 × 10^−6^ m, 2.965 × 10^−6^ m and 3.916 × 10^−6^ m in 786‐O, A‐498, Caki‐1 and HK‐2 cells (**Figure** **1**A–D). In addition to its cytotoxic effects, SGI‐1027 demonstrated the ability to induce vacuolization in renal cancer cells. As illustrated in Figure 1E, treatment with SGI‐1027 led to the formation of numerous vacuoles in the cytoplasm of 786‐O, A‐498 and Caki‐1 cells, which tended to fuse and expand. By contrast, HK‐2 cells were less susceptible to the SGI‐1027‐induced vacuolization, exhibiting smaller and fewer vacuoles. To identify the origin of the cytoplasmic vacuoles induced by SGI‐1027, we performed live cell staining using fluorescent tracers to mark lysosomes, mitochondria and endoplasmic reticulum in 786‐O and A‐498 cells. Interestingly, the SGI‐1027‐induced vacuoles did not co‐localize with any of the tested tracers (Figure 1G), indicating that the vacuoles were not derived from lysosomes, mitochondria or endoplasmic reticulum. Since the formation of vacuoles is one of the characteristics of macropinocytosis, a liquid‐phase endocytic process that involves the formation of large vacuoles with some characteristics of late endosomes,^[^ ^24^ ^]^ we investigated whether the SGI‐1027‐induced vacuoles were derived from macropinocytosis by using fluid‐phase tracer Lucifer Yellow and immunofluorescence targeting late endosome marker Rab7. Encouragingly, the fluorescence of Lucifer Yellow and Rab7 were found to accumulate in the vacuoles, suggesting that the vacuoles might originate from macropinocytosis (Figure 1F,H). However, the vacuoles did not colocalize with the lysosome markers LAMP1 and LAMP2 (Figure 1H), indicating that they could not merge with lysosomes.

**Figure 1:**
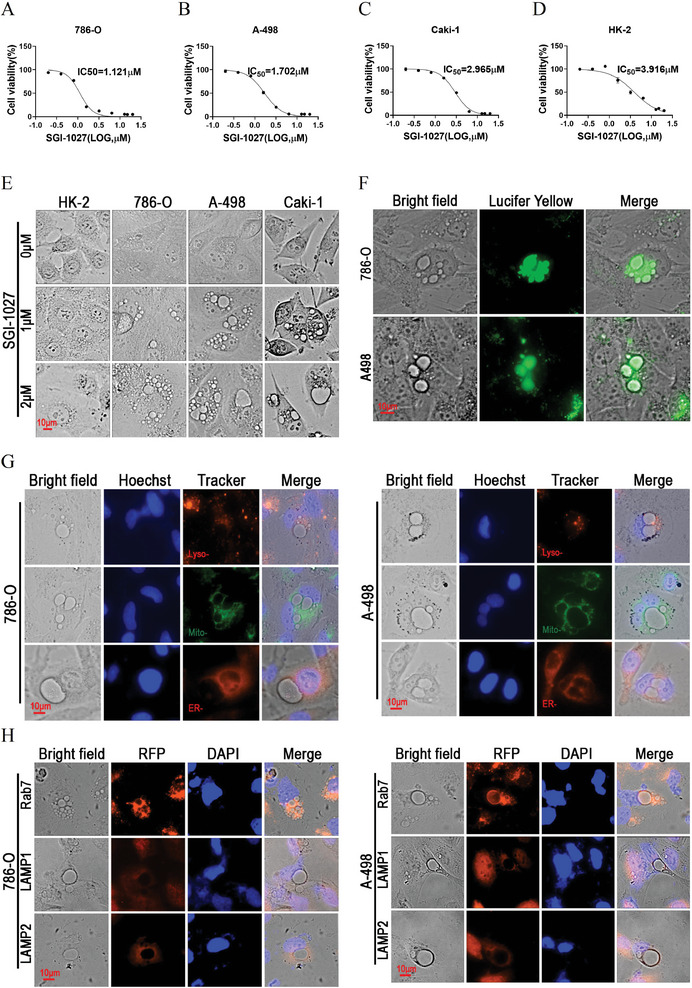
SGI‐1027 induced vacuoles via macropinocytosis in renal cancer cells. A–D) The half maximal inhibitory concentration (IC_50_) of SGI‐1027 in 786‐O, A‐498, Caki‐1 and HK‐2 cells calculated by nonlinear regression. 786‐O, A‐498, Caki‐1 and HK‐2 cells were treated with SGI‐1027 at indicated concentrations for 48 h. E) HK‐2, 786‐O, A‐498, and Caki‐1 cells were treated with 1 × 10^−6^ m or 2 × 10^−6^ m SGI‐1027 for 24 h and living cell images were captured under microscope. F) Lucifer yellow staining of 786‐O and A‐498 cells. 786‐O and A‐498 cells were treated with 1.5 × 10^−6^ m SGI‐1027 and 2 mg mL^−1^ Lucifer yellow for 24 h. G) 786‐O and A‐498 cells were treated with 1.5 × 10^−6^ m SGI‐1027 for 24 h and then incubated with Lyso‐Tracker, Mito‐Tracker and ER‐Tracker for 30 min. Hoechst was used for specifically staining of the nucleus. H) Immunofluorescent staining of Rab7, LAMP1 and LAMP2 in 786‐O and A‐498 cells treated with 1.5 × 10^−6^ m SGI‐1027 for 24 h.

### 2.2 SGI‐1027‐Induced Cytotoxicity Involved Methuosis in Renal Cancer Cells

Methuosis is a form of cell death characterized by the formation of numerous vacuoles through macropinocytosis and inability of vacuoles to fuse with lysosomes.^[^ ^24^, ^28^ ^]^ To investigate whether methuosis was involved in the cytotoxicity of SGI‐1027, we examined the ultrastructural changes in 786‐O cells treated with SGI‐1027 using transmission electron microscopy. As shown in **Figure** **2**A, SGI‐1027 treatment caused the accumulation of numerous vacuoles bounded by a single membrane in the cells. Meanwhile, the mitochondria and endoplasmic reticulum remained integrated. Notably, the nuclear membrane remained intact and the nuclear chromatin remained diffuse. As methuosis is defined as a type of cell death independent of apoptosis, autophagy and necrosis,^[^ ^24^ ^]^ we next tested whether the vacuolation induced by SGI‐1027 could be prevented by inhibitors of these pathways. The results demonstrated that the formation of vacuolation was not dependent on apoptosis, autophagy, or necrosis, as it could not be prevented by the apoptosis inhibitor ZVAD‐FMK, the autophagy inhibitor 3‐methyladenine (3‐MA) and the necroptosis inhibitor necrostatin‐1 (Figure 2B).

**Figure 2:**
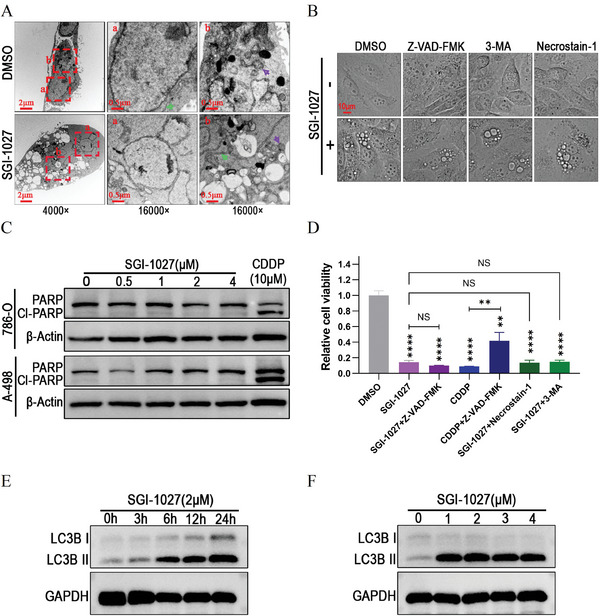
SGI‐1027‐induced cytotoxicity involved methuosis in renal cancer cells. A) 786‐O cells were treated with 1.5 × 10^−6^ m SGI‐1027 for 24 h and then observed under transmission electron microscopy after the preparation of cell sections. The green and purple arrows indicated the endoplasmic reticulum and mitochondria, respectively. B) Living cell images illustrating the vacuolation induced by SGI‐1027 independently on apoptosis, autophagy or necrosis. 786‐O cells were treated with1.5 × 10^−6^ m SGI‐1027, 50 × 10^−6^ m Z‐VAD‐FMK, 1 × 10^−3^ m 3‐MA, 50 × 10^−6^ m necrostatin‐1 or their combinations as indicated for 24 h. C) Typical Western blot showing the expression of PARP and cleaved PARP (Cl‐PARP). 786‐O and A‐498 cells were treated with DMSO (control), SGI‐1027 at indicated concentrations, or 10 × 10^−6^ m cis‐diaminodichloroplatinum (CDDP, positive control) for 48 h. PARP and cleaved PARP (Cl‐PARP) were detected by Western blot, and β‐actin was used as loading control. D) For validating the relationship between SGI‐1027 and apoptosis, 786‐O cells were pretreated with 50 × 10^−6^ m Z‐VAD‐FMK for 2 h and then treated with 2 × 10^−6^ m SGI‐1027 or 10 × 10^−6^ m cis‐diaminodichloroplatinum (CDDP, positive control) for 48 h. For validating the relationship between SGI‐1027 and autophagy or necrosis, 786‐O cells were treated with 2 × 10^−6^ m SGI‐1027, 1 × 10^−3^ m 3‐MA, 50 × 10^−6^ m necrostatin‐1 or their combinations as indicated for 48 h. The cell viability was detected by CCK‐8 assay. NS, not significant; **P < 0.01; ****P < 0.0001. E,F) 786‐O cells were treated with 2 × 10^−6^ m SGI‐1027 for the indicated time or treated with SGI‐1027 for 24 h at the indicated concentrations. LC3B was detected by Western blot, and GAPDH was used as loading control.

Previous studies have shown that SGI‐1027 can induce apoptosis in hepatoma carcinoma cells.^[^ ^29^ ^]^ To explore the relationship between apoptosis and SGI‐1027 within the vacuolation‐inducing concentration range, we examined the ability of SGI‐1027 to induce cleavage of PARP and its effects on the apoptosis rate in 786‐O and A‐498 cells. Compared to cis‐diaminodichloroplatinum (CDDP), SGI‐1027 hardly induced the cleavage of PARP (Figure 2C). In addition, ZVAD‐FMK could relieve the cytotoxicity of CDDP (*P* < 0.01), but not SGI‐1027 (*P* > 0.05, Figure 2D). The above results proved that SGI‐1027 was a poor apoptosis inducer within the vacuolation‐inducing concentration range. Similarly, necrostatin‐1 could not prevent the cytotoxicity of SGI‐1027 (Figure 2D), which ruled out the possibility of SGI‐1027 being a necroptosis inducer. Subsequently, we explored the relationship between SGI‐1027 and autophagy. We first investigated whether SGI‐1027 could alter the expression of LC3B, an important marker of autophagy.^[^ ^30^ ^]^ As shown in Figure 2E,F, SGI‐1027 caused the accumulation of LC3B‐II by time‐ and dose‐dependent manners, suggesting that SGI‐1027 disrupted autophagic flux of renal cancer cells. However, 3‐MA could not prevent the cytotoxicity of SGI‐1027 (Figure 2D), which excluded autophagy as the cytotoxicity of SGI‐1027. Taken together, these findings suggested that methuosis was involved in the cell death caused by SGI‐1027.

### 2.3 SGI‐1027 Cooperated with Everolimus to Suppress the Proliferation of Renal Cancer Cells

SGI‐1027 emerged as a promising candidate in inducing methuosis, but it also captured our attention because of its synergistic effect with everolimus. As shown in **Figure** **3**A, more and larger vacuoles in the SGI‐1027 plus everolimus group were observed compared to the SGI‐1027 group within 12 h. Further analysis demonstrated that their combination exhibited stronger cytotoxicity than the monotherapy group in renal cancer cells (Figure S2A,B, Supporting Information; SGI‐1027 + everolimus vs SGI‐1027). We further constructed the ZIP, Bliss and HAS synergy scoring models to substantiate their synergism (Figure 3B). The results revealed that the interaction between SGI‐1027 and everolimus exhibited synergistic effects, as synergy scores of all models exceeded 10 in both 786‐O and A‐498 cells (Figure 3B). Subsequently, we delved into evaluating their combined cytotoxicity on the proliferation of renal cancer cells. Surprisingly, the combination of SGI‐1027 and everolimus significantly inhibited the proliferation of 786‐O and A‐498 cells within 96 h according to the CCK‐8 assay (*P* < 0.0001, SGI‐1027 + everolimus vs SGI‐1027 or everolimus, Figure 3C). Their combination also significantly reduced the number of EdU‐positive cells compared to monotherapy treatments within 24 h in the EdU assay (*P* < 0.0001, SGI‐1027 + everolimus vs DMSO; *P* < 0.0001 or *P* < 0.001, SGI‐1027 + everolimus vs everolimus; *P* < 0.01, SGI‐1027 + everolimus vs SGI‐1027, Figure 3D). Moreover, 5 × 10^−6^ m of everolimus induced G0/G1 arrest of renal cancer cells (*P* < 0.01, 786‐O or *P* < 0.001, A‐498, Figure 3E), and 1.5 × 10^−6^ m of SGI‐1027 had no significant effect on the cell cycle (*P* > 0.05). However, their combination caused a greater extent of G0/G1 phase arrest compared to everolimus treatment alone (*P* < 0.05, Figure 3E), suggesting that SGI‐1027 enhances the efficacy of everolimus in inducing G0/G1 arrest in renal cancer cells.

**Figure 3:**
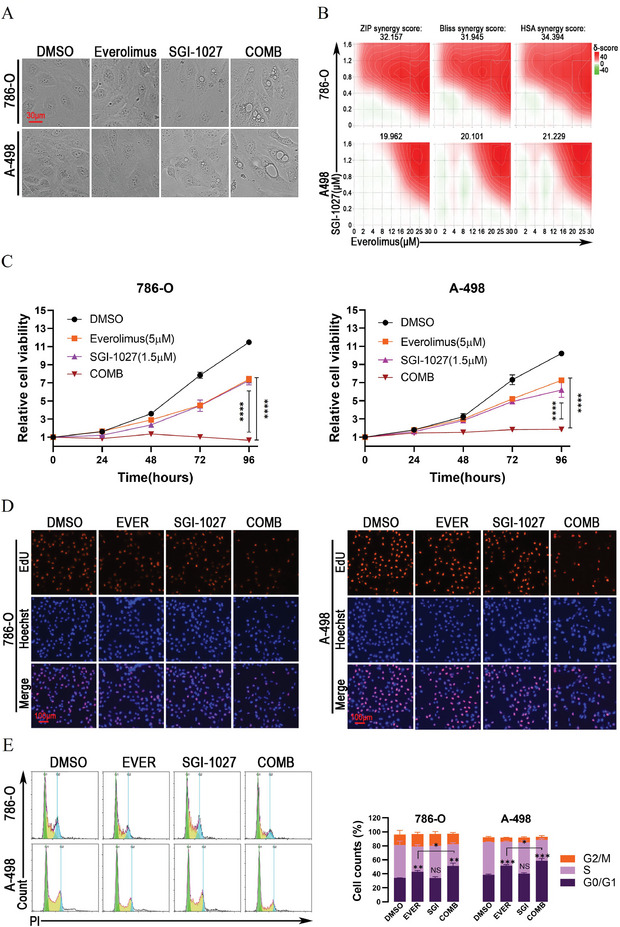
SGI‐1027 and everolimus synergically suppress the proliferation of renal cancer cells. A) Everolimus promoted SGI‐1027‐induced vacuolation in renal cancer cells. 786‐O and A‐498 cells were treated with DMSO (control), 5 × 10^−6^ m everolimus, 1.5 × 10^−6^ m SGI‐1027, and their combination for 12 h. B) Synergy scoring models demonstrating the synergistic effect of SGI‐1027 and everolimus. 786‐O and A‐498 cells were treated with different concentrations of SGI‐1027 and everolimus, or their combination as indicated for 24 h. Subsequently, the synergy scoring models were constructed by Synergyfinder software according to the cell viability. C) CCK‐8 assay for detecting the cell proliferation of 786‐O and A‐498 cells treated with DMSO (control), 5 × 10^−6^ m everolimus, 1.5 × 10^−6^ m SGI‐1027, or their combination for indicated time. D) EdU assay for labeling the cells in the state of DNA synthesis. 786‐O and A‐498 cells were treated with DMSO (control), 5 × 10^−6^ m everolimus, 1.5 × 10^−6^ m SGI‐1027, or their combination for 24 h before EdU staining. E) The synergistic effect of SGI‐1027 and everolimus on the cell cycle of renal cancer cells. 786‐O and A‐498 cells were treated with DMSO (control), 5 × 10^−6^ m everolimus, 1.5 × 10^−6^ m SGI‐1027, or their combination for 24 h before propidium iodide (PI) staining and flow cytometry analysis. NS, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. EVER, everolimus; SGI, SGI‐1027; COMB, SGI‐1027 combined with everolimus.

### 2.4 SGI‐1027 and Everolimus Synergistically Inhibited the Colony Formation, Migration, and Invasion of Renal Cancer Cells

To further explore the synergistical effects of SGI‐1027 and everolimus on the growth of renal cancer cells, we performed colony formation assay. The combination of SGI‐1027 and everolimus showed stronger inhibition on cloning compared to DMSO or their using alone (*P* < 0.001, SGI‐1027 + everolimus vs DMSO; *P* < 0.001, SGI‐1027 + everolimus vs everolimus; *P* < 0.001 or *P* < 0.0001, SGI‐1027 + everolimus vs SGI‐1027, **Figure** **4**A). Considering the key roles of migration and invasion in advanced RCC, we investigated whether the combination of SGI‐1027 and everolimus could synergistically inhibit the migration and invasion abilities of renal cancer cells. In the wound‐healing assay, the combination of everolimus and SGI‐1027 exhibited a greater inhibitory effect on the migration of renal cancer cells compared to their using alone (*P* < 0.001 or *P* < 0.0001, SGI‐1027 + everolimus vs everolimus; *P* < 0.0001, SGI‐1027 + everolimus vs SGI‐1027, Figure 4B). The transwell migration and invasion assays were consistent with the findings from the colony formation and wound healing results (Figure 4C,D). These results confirmed that the combination of SGI‐1027 and everolimus could synergistically inhibit the migration and invasion abilities of renal cancer cells.

**Figure 4:**
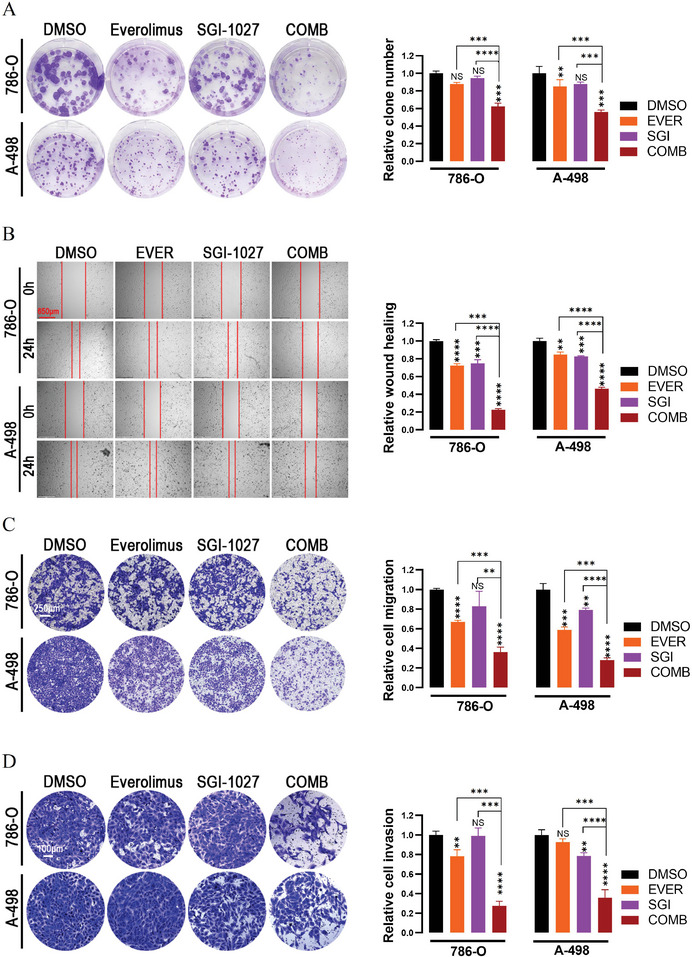
SGI‐1027 and everolimus synergically inhibited the colony formation, migration and invasion in renal cancer cells. A) Colony formation assay detecting the proliferation ability of renal cancer cells. 786‐O and A‐498 cells were stained with crystal violet after incubation with DMSO (control), 1 × 10^−6^ m everolimus, 1 × 10^−6^ m SGI‐1027, or their combination for 14 d. B) Wound‐healing assay and C) transwell migration assay detecting the migration of renal cancer cells. 786‐O and A‐498 cells were treated with 5 × 10^−6^ m everolimus, 1.5 × 10^−6^ m SGI‐1027, or their combination for 24 h in each assay. D) Transwell invasion assay detecting the invasion of renal cancer cells. 786‐O and A‐498 cells were treated with DMSO (control), 5 × 10^−6^ m everolimus, 1.5 × 10^−6^ m SGI‐1027, or their combination for 48 h. NS, not significant; **P < 0.01; ***P < 0.001; ****P < 0.0001. EVER, everolimus; SGI, SGI‐1027; COMB, SGI‐1027 combined with everolimus.

### 2.5 SGI‐1027 Cooperated with Everolimus to Induce Apoptosis and GSDME Dependent Pyroptosis

To explore the form of cell death caused by the combination of everolimus and SGI‐1027, we investigated the morphological changes of dead cells under transmission electron microscopy. As shown in **Figure** **5**A, after treatment with SGI‐1027 in combination with everolimus for 24 h, the dead cells were characterized by cellular swelling and rounding, large bubbles emanating from the plasma membrane, chromatin condensation, as well as hypervacuolated cytoplasm. Subsequently, we confirmed the nature of cell death by flow cytometry analysis of propidium iodide (PI) and annexin V staining. As shown in Figure 5B, the combination of SGI‐1027 and everolimus significantly induced cell death, with most dead cells proceeding directly to the annexin V and PI double‐positive stage within 24 h (*P* < 0.0001, 2 × 10^−6^ or 4 × 10^−6^ m SGI‐1027 + everolimus vs SGI‐1027). We further performed the lactate dehydrogenase (LDH) releasing assay to explore whether cell membrane integrity was lost during cell death. As shown in Figure 5C, SGI‐1027 or everolimus alone did not increase LDH release, but their combination significantly increased LDH release after 9 h (*P* < 0.0001, SGI‐1027 + everolimus vs DMSO), reaching over 60% after 12 h (*P* < 0.001 in 786‐O cells, *P* < 0.0001 in A‐498 cells, SGI‐1027 + everolimus vs everolimus or SGI‐1027), suggesting that cell membrane damage occurred at an early stage of cell death. Given that the early loss of plasma membrane integrity is a hallmark of pyroptosis, we subsequently investigated the relationship between the combination of SGI‐1027 and everolimus and pyroptosis. Interestingly, the combination of SGI‐1027 and everolimus induced cleavage of PARP and GSDME, rather than GSDMD (Figure 5D), indicating that their combination induced apoptosis and GSDME‐dependent pyroptosis in renal cancer cells. Additionally, the cleavages of PARP, GSDME, and Caspase 3 were observed after 6 h of treatment (Figure 5E), which was consistent with the results of the LDH release assay. Taken together, these findings suggest that SGI‐1027 cooperates with everolimus to induce apoptosis and pyroptosis in renal cancer cells.

**Figure 5:**
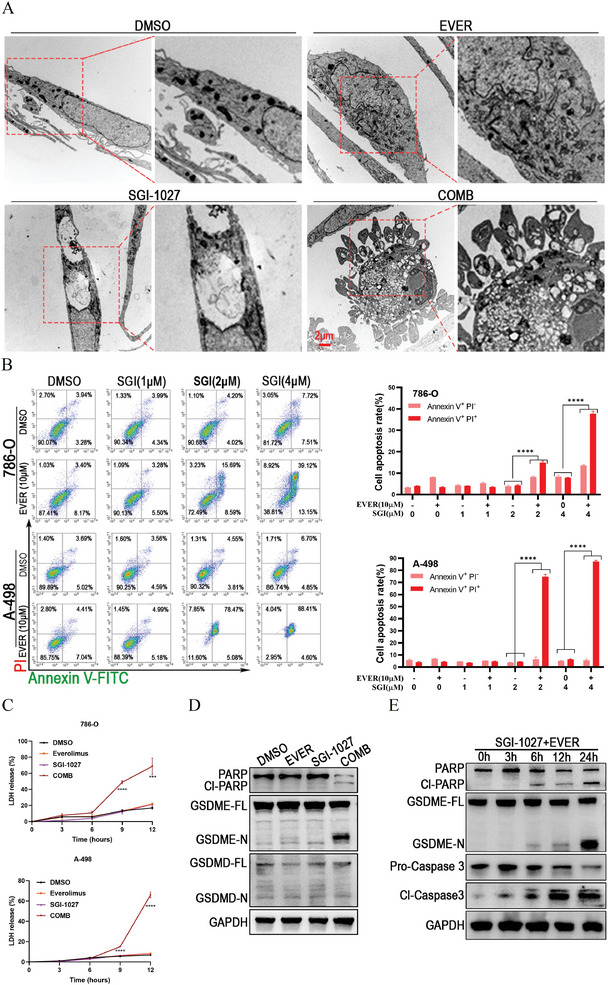
SGI‐1027 cooperated with everolimus to induce apoptosis and GSDME‐dependent pyroptosis. A) The transmission electron microscopy imaging of 786‐O cells treated with DMSO (control), 5 × 10^−6^ m everolimus, 1.5 × 10^−6^ m SGI‐1027, or their combination for 24 h. B) Annexin V and propidium iodide (PI) staining for 786‐O and A‐498 cells treated with DMSO (control), 10 × 10^−6^ m everolimus, different concentrations of SGI‐1027 and their combinations as indicated. C) LDH release assay detecting the LDH releasing of renal cancer cells treated with DMSO (control), 5 × 10^−6^ m everolimus, 1.5 × 10^−6^ m SGI‐1027, or their combination for indicated time. D) A‐498 cells were treated with DMSO (control), 5 × 10^−6^ m everolimus, 2 × 10^−6^ m SGI‐1027, or their combination for 24 h. PARP, cleaved PARP (Cl‐PARP), GSDME, GSDMD were detected by Western blot, and GAPDH was used as loading control. E) A‐498 cells were treated with the combination of 5 × 10^−6^ m everolimus and 2 × 10^−6^ m SGI‐1027 for indicated time. PARP, cleaved PARP, GSDME, pro‐Caspase 3, cleaved Caspase 3 (Cl‐Caspase 3) were detected by Western blot. GAPDH was used as loading control. ***P < 0.001; ****P < 0.0001. EVER, everolimus; SGI, SGI‐1027; COMB, SGI‐1027 combined with everolimus.

### 2.6 RNA Sequencing Analysis Unveiled the Association between the Synergistic Effect and Lysosome

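RNA was sequenced from 786-O cells, an established human renal carcinoma cell line, in 4 groups of 3 libraries each. The groups were treated for 24 h with dimethylsulfoxide (DMSO) as the control, with 5 µM everolimus, an inhibitor of mTOR, with 1.5 µM SGI-1027, an inhibitor of DNA methyltransferases, or with both drugs at these doses. The sample records give 5 µM everolimus for each everolimus library, but 10 µM in the protocol of the group treated with everolimus alone, and the paper's 5 µM is used here. The paper describes TRIzol extraction and TruSeq Stranded mRNA LT libraries, whereas the sample records name an RNeasy extraction and a SMARTer library kit. The authors deposited a raw count for each gene symbol and library and, in a second table, FPKM values, which scale fragments by gene length and library size. The paper's text does not name the aligner, the counting program, the genome build or the test behind the differentially expressed genes (DEGs), so genes are given by symbol without coordinates. Total counts per library ranged from 37046231 to 41516976 in the DMSO group (median 38596751), from 37235680 to 40672186 in the everolimus group (median 38370326), from 37093000 to 39613830 in the SGI-1027 group (median 39405573) and from 37727687 to 39419553 in the combination group (median 38058963). The tables held 17085 genes, of which 351 had no count in any library. The 12841 genes that passed edgeR's expression filter were normalized with TMM factors, which lay between 0.99 and 1.01, and tested with edgeR's quasi-likelihood test in one fit of all 12 libraries. With this depth, the precision of a gene's mean was set mainly by the 3 libraries per group, since counts of replicate libraries differed by more than sampling noise in every group (chi-square per gene between 3.05 and 16.5 for the pairs of replicates). Whether the 3 libraries of a group came from separate cultures was not tested, and they were analysed as replicates. In a principal component analysis of log2 CPM (counts-per-million values), the first component held 54.2% of the variance and ordered the groups without overlap, from DMSO (scores from -45.1 to -41.1) through everolimus (from -2.73 to -1.57) and SGI-1027 (from 14.6 to 19.0) to the combination (from 27.3 to 30.1). The FN1 gene alone took between 2.46% and 2.61% of the counts in DMSO libraries and between 3.33% and 4.32% in treated libraries. Genes with a near-identical copy elsewhere in the genome, whose reads the counting could have divided between the copies, were treated as uncertain.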

Next, we conducted RNA sequencing to explore the mechanism underlying the combination of SGI‐1027 and everolimus in inducing pyroptosis. 

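With a cut-off of an unadjusted p under 0.05 and an absolute log2 fold change of at least 1 in edgeR's quasi-likelihood test, 499 genes were upregulated and 116 downregulated in the everolimus group, 803 upregulated and 138 downregulated in the SGI-1027 group, and 931 upregulated and 348 downregulated in the combination group, each compared with DMSO. In 20 simulations without any change, all libraries were drawn anew from the DMSO means, the controls included, with genes independent of each other. They gave between 3 and 12 upregulated genes for everolimus, between 6 and 12 for SGI-1027 and between 4 and 12 for the combination. The calls in the real libraries shared 413 of the upregulated genes that the paper's Table S1 lists for everolimus, 689 for SGI-1027 and 868 for the combination. Every gene of Table S1 that was tested had the same direction of change here. Without the minimum fold change, an adjusted p under 0.05 called 3488 genes higher and 3749 lower in the everolimus group, 4106 higher and 3934 lower in the SGI-1027 group, and 4213 higher and 4283 lower in the combination group. Fewer genes were called by limma-trend on log2(FPKM + 1), a scale that understates the change of weakly expressed genes, with 48 upregulated genes in the everolimus group, 133 in the SGI-1027 group and 250 in the combination group. Among genes with a mean of at least 50 counts whose treated and DMSO libraries did not overlap, YPEL1 had the largest increase in the everolimus group, from 0.652 ± 0.0215 to 5.14 ± 0.406 TMM-normalized CPM (SD, n = 3 per group), a log2 fold change of 2.98 (standard error 0.17, adjusted p = 1.20e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KLHL24 and NOXA1 followed with log2 fold changes of 2.80 and 2.37 (NOXA1 3.07 without DMSO replicate 2), and APLN, CRABP2 and ADGRF2 fell by 2.13, 1.96 and 1.91 on the log2 scale. In the SGI-1027 group the largest increases were those of MX2, OAS2 and CD177, with log2 fold changes of 3.90, 3.39 and 3.33. The largest decrease there was found for GTPBP6-2 (log2 fold change -2.27, standard error 0.84), a second copy of a pseudoautosomal gene whose counts ranged from 90 to 532 between the DMSO libraries and whose call was lost without DMSO replicate 1 (-1.69, adjusted p = 0.105), DMSO replicate 2 (adjusted p = 0.0529), SGI-1027 replicate 1 (0.0628) or SGI-1027 replicate 2 (0.0659) and with both limma-trend settings (0.121 and 0.0955), and it was followed by ADGRF2 (-1.98) and SYTL2 (-1.92). MX2 also had the largest increase in the combination group, from 3.33 ± 0.770 to 75.4 ± 2.14 normalized CPM (SD, n = 3 per group), a log2 fold change of 4.49 (standard error 0.14, adjusted p = 7.00e-15 from the same test), and was followed by SIGLEC15 (4.38) and OAS2 (4.05). EDN2 had the largest decrease in the combination group, from 23.6 ± 2.32 to 0.906 ± 0.164 normalized CPM (log2 fold change -4.70, standard error 0.16, adjusted p = 2.63e-14 from the same test), and was followed by DHRS9 (-3.35) and CNN1 (-3.06). The combination libraries held 19, 6 and 1 counts of DHRS9, and its log2 fold change ranged from -4.64 without combination replicate 1 to -2.84 without combination replicate 3. Across all tested genes, the log2 fold changes of the everolimus and SGI-1027 groups had a Pearson correlation of 0.829. Simulated unchanged groups that shared simulated DMSO libraries gave between 0.473 and 0.530. Genes are not independent replicates in such a correlation.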

We identified 429 upregulated and 104 downregulated DEGs in the everolimus group, 714 upregulated and 142 downregulated DEGs in the SGI‐1027 group, and 926 upregulated and 341 downregulated DEGs in the combination group, respectively (**Figure** **6**A, Table S1, Supporting Information and GSE242110 online). Gene enrichment analysis for the DEGs between the SGI‐1027 group and control group indicated an association with “phagosome” consistent with the cytotoxicity of SGI‐1027 in inducing methuosis (Figure S3B, Supporting Information). Additionally, the DEGs between the combination group and control group were associated with the “Nod‐like receptor signaling pathway” and “lysosome” (Figure S3C, Supporting Information). However, these terms were not enriched in the everolimus group. 

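Gene lists were written by hand after the terms named in the paper and are not the paper's gene sets. Of the 109 tested genes of the phagosome list, 15 were among the 941 DEGs of the SGI-1027 group, where 7.99 were expected among the 12841 tested genes (odds ratio 2.09, one-sided Fisher's exact test, p = 0.0131). After Benjamini-Hochberg adjustment over the 13 over-representation tests planned, the p was 0.0243. Odds ratios here and below were computed with a small constant added to each count, which can raise them where few genes are counted. Among the DEGs on the list were ATP6V1G2, C1R, CD209, FCGR2A, HLA-DMA, HLA-DOB, HLA-DPA1, HLA-F, MARCO, NCF4, PLA2R1, THBS3 and TUBA1A, which were upregulated, and CORO1A, which was downregulated. HLA and tubulin genes are families with similar sequences, so reads could have been divided among their members. Of the list's genes, those with the smallest p in this comparison were TUBA1A (log2 fold change 1.58, standard error 0.04), TUBA1C (-0.67, standard error 0.03) and THBS1 (0.81, standard error 0.04). In the same exact test the enrichment did not pass p = 0.05 without a filter on low counts (15 genes, p = 0.0676), with at least 10 counts required in every library (8 genes, p = 0.128), with limma-trend on log2(FPKM + 1) (2 genes, p = 0.436) or when DEGs were defined by adjusted p alone (74 genes, p = 0.148). Over the whole list the median log2 fold change with SGI-1027 was 0.11, with 49 genes higher and 25 lower at an adjusted p under 0.05 among all tested genes, and 51 higher and 25 lower adjusted over the list alone.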

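In the combination group, 24 of the 125 tested genes of the NOD-like receptor list were among the 1279 DEGs, where 12.5 were expected (odds ratio 2.20, one-sided Fisher's exact test, p = 0.00122, adjusted p = 0.00395 over the 13 planned tests). Of these genes 20 were upregulated, among them CASP1, GBP5, IL6, NLRP1, NLRP3 and TNFAIP3, and CARD6, GBP2, HSP90AA1 and NFKBIB were downregulated. The list's genes with the smallest p were STAT2, OAS2 and OAS1. STAT2 rose from 35.5 ± 1.45 normalized CPM with DMSO to 66.2 ± 1.28 with everolimus, 147 ± 11.6 with SGI-1027 and 179.9 ± 3.34 with the combination (SD, n = 3 per group), and its log2 fold change in the combination group was 2.34 (standard error 0.05, adjusted p = 3.03e-16 from edgeR's quasi-likelihood test). OAS1 had a log2 fold change of 3.28 (standard error 0.09). Of the 112 tested genes of the lysosome list, 21 were DEGs of the combination group, where 11.2 were expected (odds ratio 2.14, Fisher's exact p = 0.00322, adjusted p = 0.00836). They comprised the upregulated ACP5, ARSA, ATP6V0D2, CD68, CLTCL1, CTNS, CTSD, CTSO, CTSS, DNASE2, GAA, IDUA, LAMP3, MANBA, NEU1, NPC2, PSAP, SGSH, SLC17A5 and TPP1 and the downregulated AP1M2. In the SGI-1027 group, 11 genes of the lysosome list were DEGs (exact p = 0.197). Over the whole list the median log2 fold change with SGI-1027 was 0.28, with 65 genes higher and 18 lower at an adjusted p under 0.05 among all tested genes and the same numbers adjusted over the list alone (camera with a preset correlation, p = 9.64e-08, and 0.00154 with an estimated one). With limma-trend on log2(FPKM + 1) the enrichment among SGI-1027 DEGs passed the threshold (6 genes, exact p = 0.00416), as it did with a pseudocount of 0.1 (9 genes, p = 0.0390) and with DEGs defined by adjusted p alone (83 genes, p = 0.00658).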

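Among the 615 DEGs of the everolimus group there were 5 genes of the lysosome list (5.36 expected, one-sided Fisher's exact test, p = 0.627), 5 of the NOD-like receptor list (5.99 expected, p = 0.721) and 8 of the phagosome list (5.22 expected, p = 0.151). The lysosome genes were ACP5, AP1M2, CTSO, CTSW and GAA, and the NOD-like receptor genes were CARD16, IL6, MAPK10, NLRP1 and TXNIP. The phagosome count rested on single libraries, since it was 10 (exact p = 0.0485) without everolimus replicate 1 and 11 (p = 0.0131) without everolimus replicate 3, and limma-trend on log2(FPKM + 0.1) gave 6 genes (p = 0.0261). With DEGs defined by adjusted p alone, 73 genes of the lysosome list were called with everolimus (exact p = 0.0354). Smaller changes on the lysosome list were present in this group, with a median log2 fold change of 0.17 (camera with a preset correlation of 0.01, p = 3.03e-05) and 56 genes higher and 17 lower at an adjusted p under 0.05 among all tested genes (57 higher and 18 lower adjusted over the list alone). CTSO, CTSD and FUCA1 had the smallest p of the list with everolimus, with log2 fold changes of 1.87 (standard error 0.12), 0.74 (standard error 0.04) and 0.85 (standard error 0.06). In the direct comparison of the combination with everolimus alone, the lysosome list was higher by a median log2 fold change of 0.19 (camera with that preset correlation, p = 2.23e-08), with 59 genes higher and 16 lower at an adjusted p under 0.05 among all tested genes (65 and 19 adjusted over the list alone).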

(Figure S3A, Supporting Information). 

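By the same cut-off, 264 genes were upregulated and 219 downregulated in the combination group and not called in the same direction in either single-drug group. Another 345 upregulated genes were called in all 3 treated groups, 289 in the SGI-1027 and combination groups only and 33 in the everolimus and combination groups only. The corresponding downregulated genes numbered 53, 58 and 18. In simulated unchanged groups that shared simulated DMSO libraries, at most 3 upregulated and 1 downregulated genes were called in all groups. Of the genes upregulated only with the combination, 232 also had a higher mean with everolimus and 263 with SGI-1027, and 201 were higher with at least one of the drugs at an adjusted p under 0.05 although below the fold change cut-off. Their median log2 fold change was 0.49 with everolimus, 0.79 with SGI-1027 and 1.19 with the combination. In direct comparisons, 139 of them were higher with the combination than with each single drug at an adjusted p under 0.05. Of the downregulated genes, 198 had a lower mean with everolimus and 193 with SGI-1027, the medians were -0.43, -0.64 and -1.20, and 126 were lower with the combination than with each single drug at an adjusted p under 0.05. The interaction contrast compares the combination's log2 fold change with the sum of the single-drug log2 fold changes. It was above 0 for 59 of the 264 upregulated genes and below 0 for 44 of them, and below 0 for 63 and above 0 for 43 of the 219 downregulated genes, at an adjusted p under 0.05. Of the 329 genes upregulated only with the combination in the paper's Table S1, 284 were tested here and 239 were also found. Of the 212 downregulated genes, 195 were tested and 187 found. With limma-trend on log2(FPKM + 1), 120 genes were upregulated only with the combination, 75 of them shared with the 264, and 47 were downregulated, 41 of them shared with the 219. With DEGs defined by adjusted p alone the numbers were 608 and 627.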

To accurately investigate the synergism of SGI‐1027 and everolimus, we identified 329 upregulated and 212 down‐regulated DEGs unique to the combination group using the Venn tool (Figure 6B). 

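Of the 75 tested genes of a hand-written interleukin-1 list (production, response and receptor binding of interleukin-1), 10 were upregulated only in the combination group, where 1.54 were expected (odds ratio 7.88, one-sided Fisher's exact test, p = 2.91e-06, adjusted p = 3.78e-05 over the 13 planned tests). These were CASP1, GBP5, IL36G, IL37, MAPK11, MAPK13, MMP2, MMP3, NLRP3 and RORA. On the NOD-like receptor list, CASP1, GBP5, IFI16, ITPR3, MAPK11, MAPK13, NLRP3 and TRAF5 were among these genes, 8 where 2.57 were expected (odds ratio 3.51, exact p = 0.00426, adjusted p = 0.00924), so that 5 genes counted for both lists. Both enrichments fell short of p = 0.05 with limma-trend on log2(FPKM + 1), with 2 genes (exact p = 0.155) for the interleukin-1 list and 3 genes (p = 0.112) for the NOD-like receptor list, and with DEGs defined by adjusted p alone (7 genes, p = 0.0640, and 3 genes, p = 0.940). Of the 138 tested inflammatory response genes that the paper shows in Figure S4, 4 were upregulated only in the combination group, among them CD69, EIF2AK2 and NLRP3, where 2.84 were expected (odds ratio 1.60, exact p = 0.316, adjusted p = 0.373) and not distinguishable from chance. Limma-trend on log2(FPKM + 1) gave an exact p = 0.0404 with 4 genes, and with a pseudocount of 0.1 it gave p = 0.0472 with 6 genes. Of the same list, 7 genes were downregulated only in the combination group where 2.35 were expected (exact p = 0.00941), as were 4 genes of the interleukin-1 list where 1.28 were expected (p = 0.0391), both outside the planned tests. Among all DEGs of the combination group, 32 genes of the Figure S4 list were found where 13.7 were expected (exact p = 3.97e-06, not among the planned tests), of which 23 were upregulated. Among the genes of the interleukin-1 list with the smallest p in the combination group were TNFAIP3 (log2 fold change 1.78, standard error 0.05) and EREG (-2.09, standard error 0.07). Compared directly with SGI-1027 alone, the whole lists did not stand apart from other genes. Camera with the preset correlation gave p = 0.639 (interleukin-1, median 0.03), 0.859 (NOD-like receptor, -9.47e-04) and 0.575 (Figure S4, 0.03). Against everolimus alone the camera p was 0.0339, 0.00199 and 0.00366 in that order. The SGI-1027 DEGs held 13 (exact p = 0.00291), 12 (p = 0.205) and 21 (p = 0.00107) of their genes, outside the planned tests.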

Gene enrichment analysis for the up‐regulated DEGs showed associations with multiple pyroptosis‐related signaling pathways, including “positive regulation of interleukin‐1 beta production”, “cellular response to interleukin‐1,” “inflammatory response,” “interleukin‐1 receptor binding” and “NOD‐like receptor signaling pathway” (Figure 6C). 

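Of the 52 pyroptosis-related genes in the heatmap of Figure 6E, 51 were tested and TP63 was too weakly expressed. In the combination group, 24 of them were higher and 17 lower than with DMSO at an adjusted p under 0.05 among all tested genes, and the same numbers were found adjusted over the list alone. The paper's text does not say whether the heatmap's genes were narrowed on these samples, in which case the adjustment over the list alone would not be independent evidence. With everolimus 16 were higher and 13 lower, and with SGI-1027 19 were higher and 15 lower. The list's median log2 fold change was 0.01 with everolimus, 0.02 with SGI-1027 and 0.10 with the combination. Against the other tested genes the list did not stand apart in the combination group (camera with a preset correlation of 0.01, p = 0.308), whereas fry, which asks only whether the list's own genes changed, gave p = 9.73e-04. GSEA with fgsea gave an NES of 1.02 (permutation p = 0.424). With upper-quartile normalization the median was 0.16, a setting that moved the median of all tested genes by 0.06 in this group. The mean over replicates was highest in the combination group for 23 genes of the list and highest in the DMSO group for 18. GSDME rose from 45.6 ± 2.59 normalized CPM with DMSO to 63.6 ± 2.42 with everolimus, 64.9 ± 1.38 with SGI-1027 and 81.3 ± 1.51 with the combination (SD, n = 3 per group). Its log2 fold change was 0.83 with the combination (standard error 0.05, adjusted p = 4.60e-11 from edgeR's quasi-likelihood test), and the combination exceeded each single drug (adjusted p = 9.68e-06 against everolimus and 7.61e-05 against SGI-1027). GSDMD had a log2 fold change of 0.73 with the combination (standard error 0.05), which exceeded that of everolimus (adjusted p = 0.00658) but was not distinguishable from SGI-1027 alone (adjusted p = 0.338). OGT was higher (0.95, standard error 0.04) and HSP90AA1 lower (-1.19, standard error 0.04). CASP1 was among the upregulated DEGs and HSP90AA1 was the only downregulated DEG of the list in the combination group.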

The heatmap of pyroptosis and inflammatory response‐related genes also suggested the activation of pyroptotic signaling in the combination group (Figure 6E and Figure S4, Supporting Information). Most importantly, lysosome‐related signaling pathways ranked first in both cellular component (CC) and KEGG enrichment analyses, underscoring the significant relationship between the combination of SGI‐1027 and everolimus with lysosome and pyroptosis (Figure 6C). Additionally, gene enrichment analysis for the 212 downregulated DGEs showed that they were related to “sulfate transmembrane transporter activity,” “bicarbonate transmembrane transporter activity,” “microtubule binding,” “lipopeptide binding,” “chloride transmembrane transporter activity,” and “anion antiporter activity” (Figure 6D), which play regulatory roles in the process of pinocytosis and micropinocytosis. Furthermore, the GSEA enrichment analysis indicated that “early endosome membrane,” “multivesicular body,” “phagocytic vesicle membrane” and lysosome‐related signaling pathways, including “lysosome organization,” “lysosome,” “lysosomal membrane” and “lysosomal lumen” were activated in the combination group (Figure 6F). 

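Of the 112 tested genes of the lysosome list, 10 were upregulated only in the combination group, where 2.30 were expected (odds ratio 5.02, one-sided Fisher's exact test, p = 1.02e-04, adjusted p = 6.64e-04 over the 13 planned tests). They were ATP6V0D2, CTNS, CTSS, DNASE2, MANBA, NEU1, NPC2, PSAP, SGSH and SLC17A5. Without each library in turn, 9 or 10 genes were found in every fit, and under every other alternative the count stayed between 8 and 11 with a p under 0.05. The lysosomal lumen list, which shares many genes with the lysosome list, had 8 of its 61 tested genes in this set (exact p = 3.29e-05) and the lysosomal membrane list also 8 (p = 0.00152), both outside the planned tests. NEU1, which encodes a lysosomal sialidase, was measured at 51.1 ± 1.68 normalized CPM with DMSO, 58.8 ± 2.64 with everolimus, 101.4 ± 3.27 with SGI-1027 and 130.0 ± 0.316 with the combination (SD, n = 3 per group). Its log2 fold change of 1.35 with the combination (standard error 0.04, adjusted p = 2.73e-14 from edgeR's quasi-likelihood test) lay above the cut-off, and that of 0.99 with SGI-1027 (standard error 0.04) just below it, while the direct comparison of both groups gave 0.36 (adjusted p = 8.59e-06). FLCN behaved similarly, with log2 fold changes of 0.15 with everolimus, 0.63 with SGI-1027 and 1.02 with the combination. CTSD and TPP1, the other list members with the smallest p in the combination group, were DEGs with SGI-1027 as well. CTSD had log2 fold changes of 0.74 with everolimus, 1.27 with SGI-1027 and 1.54 with the combination (standard error 0.04 each), and TPP1 of 0.65, 1.23 and 1.61 (standard error 0.06 each). In the paper, lysosome-related pathways ranked first in the cellular component and KEGG analyses of genes upregulated only with the combination. The paper takes this rank to underscore a significant relationship of the combination with lysosome and pyroptosis.

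**Figure D1:**
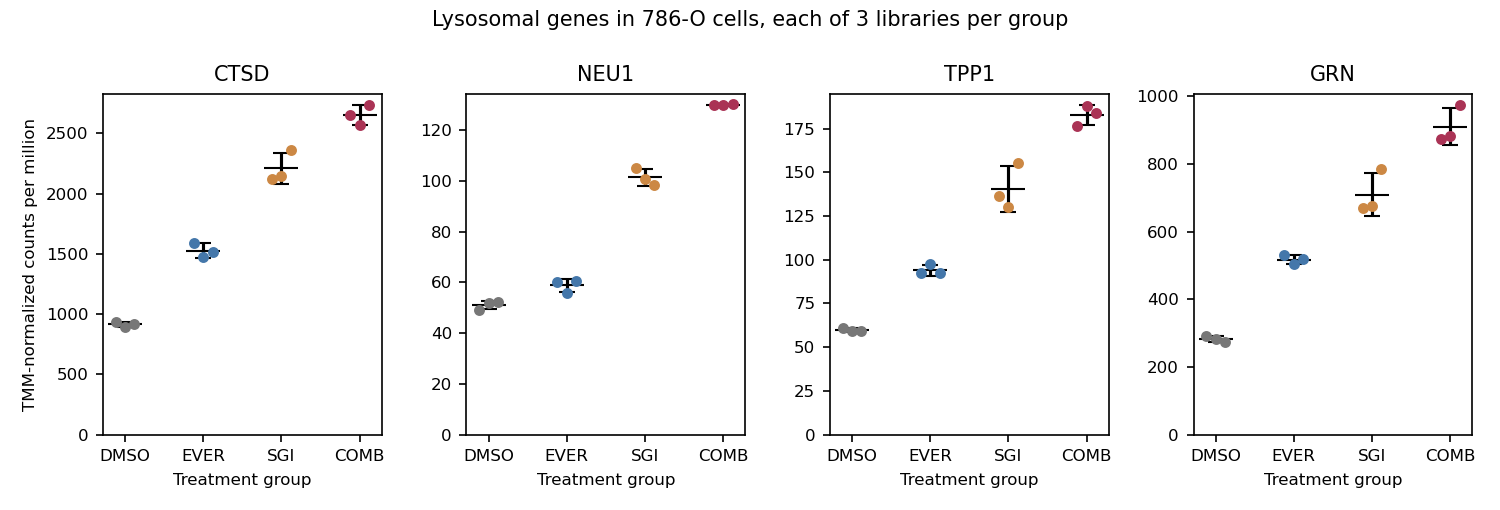
TMM-normalized CPM (vertical axes, starting at 0) of CTSD, NEU1, TPP1 and GRN in the DMSO, everolimus (EVER), SGI-1027 (SGI) and combination (COMB) groups of 786-O cells, with one point per library, the mean as a horizontal bar and the SD as an error bar (n = 3). All 3 combination libraries lie above all 3 DMSO libraries for each gene, as 10% of genes would by chance in one direction or the other, and the means rise from DMSO through everolimus and SGI-1027 to the combination, for GRN from 283 ± 9.32 to 910.4 ± 54.7.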

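Of the 44 tested genes of a list of anion transporters (sulfate, bicarbonate, chloride and anion antiport), CA9, CLIC3, SLC25A10, SLC26A1 and SLC26A9 were downregulated only in the combination group, 5 where 0.75 were expected (odds ratio 8.17, one-sided Fisher's exact test, p = 8.71e-04, adjusted p = 0.00377 over the 13 planned tests). The number of genes behind this result was small, with 2 genes (exact p = 0.0621) when at least 10 counts were required in every library, 2 genes (p = 0.0711) with limma-trend on log2(FPKM + 0.1), 0 with log2(FPKM + 1), 3 (p = 0.0306) without DMSO replicate 2 and 4 (p = 0.166) with DEGs defined by adjusted p alone. SLC25A10 decreased from 77.8 ± 1.69 normalized CPM with DMSO to 40.7 ± 2.18 with everolimus, 44.7 ± 1.65 with SGI-1027 and 37.8 ± 1.24 with the combination (SD, n = 3 per group). Its log2 fold change was -0.94 with everolimus, -0.80 with SGI-1027 and -1.04 with the combination (standard error 0.05 each), and the combination was not distinguishable from everolimus alone (adjusted p = 0.114 from edgeR's quasi-likelihood test). CA2, which was downregulated in all treated groups, had the smallest p of the list in the combination group (log2 fold change -1.81, standard error 0.06), and CLCN7 was upregulated (1.08, standard error 0.06). Of the 125 tested genes of the microtubule binding list, BIRC5, CENPE, GTSE1, KIF4A, MAP7D2 and TPX2 were downregulated only in the combination group, 6 where 2.13 were expected (odds ratio 3.19, exact p = 0.0202, adjusted p = 0.0327). This enrichment was lost with upper-quartile normalization (4 genes, exact p = 0.110), without combination replicate 3 (5 genes, p = 0.0541) and with DEGs defined by adjusted p alone (5 genes, p = 0.737). KIF20A, FAM83D and BIRC5 had the smallest p of the list, with log2 fold changes of -1.68, -1.24 and -1.21 in the combination group (standard error 0.04 each). KIF20A (-1.22) and FAM83D (-1.06) were also DEGs with SGI-1027 alone, and BIRC5 (-0.97) fell just short of the cut-off there. Lipopeptide binding was not analysed here.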

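Median log2 fold changes in the combination group were 0.36 for the lysosome list, 0.61 for the lysosomal lumen list, 0.30 for the lysosomal membrane list, 0.24 for the lysosome organization list, 0.12 for the early endosome membrane list, 0.19 for the multivesicular body list and 0.20 for the phagosome list, used here in place of the phagocytic vesicle membrane term. In limma's camera test with a preset correlation of 0.01, the p was 8.18e-11, 2.10e-16, 2.52e-08, 2.11e-05, 0.0159, 0.0144 and 0.0223 in that order, and after adjustment over the 9 lists tested the highest of these was 0.0287. All of these calls held under fry. With a correlation estimated from the data, the phagosome list had p = 0.0926, and after adjustment the early endosome list had 0.0682, while the other lists kept an adjusted p of at most 0.0291. Of the tested list genes, 72 of 112 on the lysosome list were higher and 14 lower than with DMSO at an adjusted p under 0.05 among all tested genes (the same numbers adjusted over the list alone), 46 of 61 were higher and 3 lower on the lumen list, 77 were higher and 12 lower on the membrane list, and 41 of 74 were higher and 10 lower on the organization list (41 and 11 adjusted over the list alone). The early endosome list had 47 of 99 genes higher and 18 lower, the multivesicular body list 29 of 55 higher and 10 lower, and the phagosome list 54 of 109 higher and 27 lower (54 and 28 adjusted over the list alone). GSEA was repeated with fgsea on the signal-to-noise ratio of the FPKM values of the combination and DMSO libraries. The normalized enrichment score (NES) was 2.04 for the lysosome list, 2.30 for the lumen, 1.98 for the membrane and 1.66 for the organization list, with p = 6.22e-04 for the organization list and p between 1.17e-04 and 1.28e-04, the smallest that 10000 permutations of genes could give, for the others. The early endosome list (NES 1.30, permutation p = 0.0591) and the multivesicular body list (NES 1.29, p = 0.0988) did not pass p = 0.05 in this test, and the phagosome list did (NES 1.38, p = 0.0149). Permutation of genes takes no account of correlation between the genes of a list, so these p can be too small. Of the 10 splits of these libraries, 2, the real one included, gave the lysosome list an absolute NES as large. A split that mixed the groups gave 2.13, against 2.03 for the real one with fewer permutations. Ranking by the signed z of the edgeR fit in place of the signal-to-noise ratio gave an NES of 2.88 for the lysosome list. GRN, a member of the organization list, had log2 fold changes of 0.87, 1.33 and 1.69 with everolimus, SGI-1027 and the combination (standard error 0.06 each). TPCN1, SLC15A4 and FLCN had the smallest p of the membrane list in the combination group (log2 fold changes 1.17, 0.97 and 1.02), and CHMP1B, CD63 and EGFR those of the multivesicular body list (0.98, 0.73 and 0.66). HLA-B, B2M and HLA-F had the smallest p of the early endosome list (0.88, 0.89 and 1.65), although reads of the HLA genes could have been divided among the members of that family. HEXA had a log2 fold change of 0.84 (standard error 0.04).

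**Figure D2:**
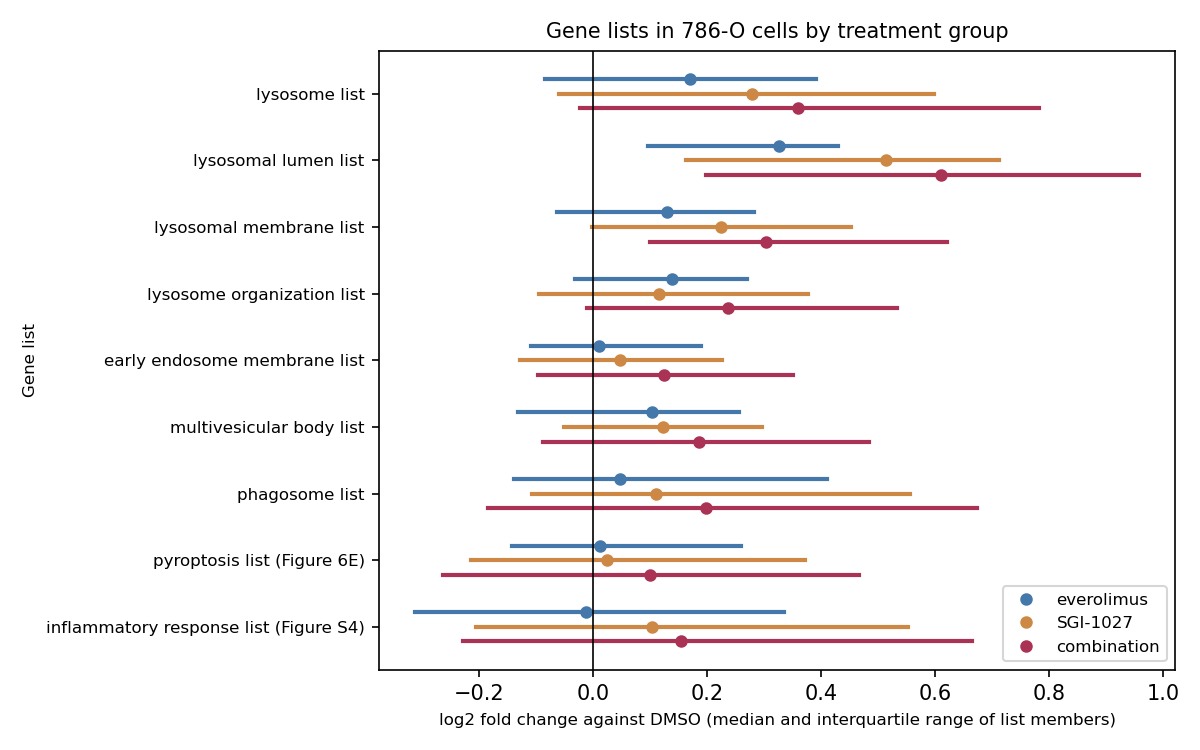
Log2 fold change against DMSO (horizontal axis) of the tested genes of 9 gene lists (vertical axis) in the everolimus, SGI-1027 and combination groups, with the median of the list's genes as a point and their interquartile range as a line. The combination has the highest median on each list, from 0.10 for the pyroptosis list to 0.61 for the lysosomal lumen list, and the one median below 0, that of the inflammatory response list with everolimus (-0.01), lay above 0 with upper-quartile normalization (0.06), which moved the median of all tested genes to 0.08 in that group, and with limma-trend on log2(FPKM + 1) (0.0030).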

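Compared directly with the single drugs, the combination had 313 upregulated and 188 downregulated genes against everolimus alone and 55 upregulated and 156 downregulated genes against SGI-1027 alone, by the cut-off of an unadjusted p under 0.05 and an absolute log2 fold change of at least 1. The lysosome list was higher with the combination than with SGI-1027 alone by a median log2 fold change of 0.12 (camera with the preset correlation, p = 5.76e-07), with 38 genes higher and 8 lower at an adjusted p under 0.05 among all tested genes (44 and 11 adjusted over the list alone), and the lysosomal lumen list by 0.12 (p = 2.67e-07). On the phagosome list, genes moved both ways between the combination and SGI-1027 alone, with 25 higher and 22 lower at an adjusted p under 0.05 (30 and 25 adjusted over the list alone) and a median of 0.01 (p = 0.362 with the same correlation). An interaction term tested whether the combination departed from the sum of the single-drug log2 fold changes. For the lysosome list its median was -0.06 (camera with the preset correlation, p = 0.12), for the lysosomal membrane list 0.01 (p = 0.857) and for the lysosomal lumen list -0.17 (p = 0.00226). With upper-quartile normalization, which moved the median interaction of all tested genes from -0.01 to -0.08, that of the membrane list was -0.06. At the level of genes, the interaction had an adjusted p under 0.05 for 5861 of the 12841 tested genes, 3028 with a value above 0 and 2833 below, and an absolute log2 value of at least 1 in addition for 665 genes, 530 of them below 0. RAB7A, a gene of late endosomes, had an interaction of 0.42 (standard error 0.08, adjusted p = 3.71e-04 from edgeR's quasi-likelihood test). Its log2 fold changes were -0.17 with everolimus (adjusted p = 0.0181), 0.01 with SGI-1027, not distinguishable from 0, and 0.27 with the combination. The change with everolimus did not pass 0.05 with upper-quartile normalization (adjusted p = 0.155), without DMSO replicate 1 (0.0878) or without everolimus replicate 2 (0.0785).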

In summary, these findings strongly support the ability of SGI‐1027 in inducing cell methuosis and indicated the potential role of lysosome in the synergistic action of SGI‐1027 and everolimus.

**Figure 6:**
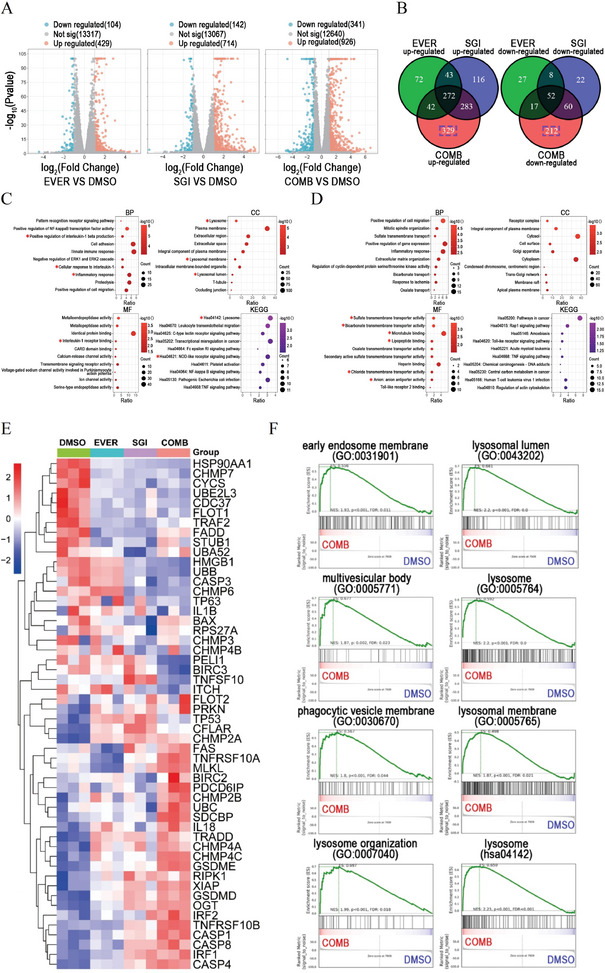
RNA sequencing analysis unveiled the association between the synergistic effect and lysosome. A) The volcano plots for everolimus group, SGI‐1027 group, and SGI‐1027 combined with everolimus group. B) Venn plots of upregulated or downregulated DEGs in everolimus group, SGI‐1027 group and SGI‐1027 combined with everolimus group. C,D) GO and KEGG enrichment analyses for up‐regulated DEGs C) and down‐regulated DEGs D) unique to the combination group. BP, biological process; CC, cellular component; MF, molecular function; KEGG, Kyoto Encyclopedia of Genes and Genomes. E) Heatmap of the expression of pyroptosis‐related genes in the control group (DMSO), everolimus, SGI‐1027, and combination treatment group. F) GSEA enrichment analyses for gene sets related to cytophagy and lysosome in combination group. ES, enrichment score; NES, normalized enrichment score. EVER, everolimus; SGI, SGI‐1027; COMB, SGI‐1027 combined with everolimus.

### 2.7 SGI‐1027 Cooperated with Everolimus to Induce Lysosomal Membrane Permeability in Renal Cancer Cells

Next, we observed whether the synergistic effect of SGI‐1027 with everolimus is related to the inhibition of DNMT1. Interestingly, another DNMT1 inhibitor, 5‐aza‐2′‐deoxycytidine, failed to induce vacuolization in renal cancer cells and did not exhibit significant synergistic effects with everolimus (Figure S5, Supporting Information). Based on the insights from RNA sequencing analysis, we subsequently investigated the role of lysosome in the cell death caused by the combination of SGI‐1027 and everolimus. First, we assessed the effect of SGI‐1027 in combination with everolimus on the formation of autolysosomes by using an adenovirus expressing mCherry‐GFP‐LC3B fusion protein.^[^ ^23^ ^]^ As shown in **Figure** **7**A, SGI‐1027 induced accumulation of yellow signals in renal cancer cells, and everolimus amplified this effect within a short time, suggesting that the formation of autolysosomes was disturbed. Moreover, SGI‐1027 induced the degradation of LAMP1 and LAMP2, but it inversely caused accumulation of LAMP1 and LAMP2 in the presence of everolimus (Figure 7B). These results suggested that their combination disrupted lysosomal turnover and caused enlargement of lysosomes.^[^ ^31^, ^32^ ^]^ We next detected the lysosome by flow cytometry and Lyso‐Tracker staining, finding that SGI‐1027 combined with everolimus enhanced the fluorescence signals of lysosomes within 12 h (Figure 7C,D). We further clarified the lysosomal changes using acridine orange (AO) staining. Interestingly, the results showed that SGI‐1027 combined with everolimus caused the expanding of cytoplastic acidic region within 12 h, but the acidic region disappeared after 24 h (Figure 7E), which suggested the triggering of LMP.^[^ ^33^ ^]^

**Figure 7:**
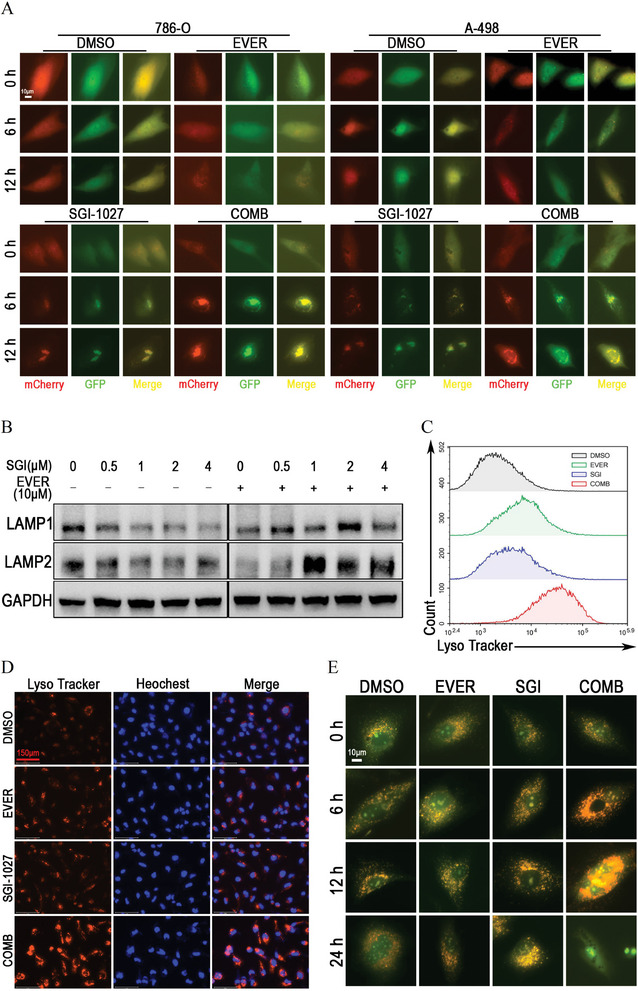
SGI‐1027 cooperated with everolimus to induce lysosomal membrane permeability (LMP) in renal cancer cells. A) Detection of autophagy flux in renal cancer cells. 786‐O and A‐498 cells were infected by Ad‐mCherry‐GFP‐LC3B, after which cells were treated with DMSO (control), 5 × 10^−6^ m everolimus, 2 × 10^−6^ m SGI‐1027, or their combination for indicated time. B) A‐498 cells were treated with 10 µM everolimus, different concentrations of SGI‐1027, or their combination as indicated for 24 h. LAMP1 and LAMP2 were detected by Western blot. GAPDH was used as loading control. C) Flow cytometry analysis and D) Lyso‐Traker staining for A‐498 cells treated with DMSO (control), 5 × 10^−6^ m everolimus, 2 × 10^−6^ m SGI‐1027, or their combination for 12 h. E) Acridine orange staining for A‐498 cells treated with DMSO (control), 5 × 10^−6^ m everolimus, 2 × 10^−6^ m SGI‐1027, or their combination for indicated time. EVER, everolimus; SGI, SGI‐1027; COMB, SGI‐1027 combined with everolimus.

### 2.8 Targeting LMP and GSDME‐Dependent Pyroptosis Manifested Feasibility for RCC Therapy

We further analyzed the differences in cytotoxicity between the combination of SGI‐1027 and everolimus against HK‐2 and renal cancer cells. The results demonstrated that 4 × 10^−6^ m SGI‐1027 combined with 10 × 10^−6^ m everolimus resulted in more than 60% cell death in Caki‐1 and ACHN cells, but less than a 20% increase in cell death in HK‐2 cells. (Figure S6A,B, Supporting Information). Under the same concentration combination of SGI‐1027 and everolimus, the morphological changes indicative of pyroptosis were observed in 786‐O, A‐498, Caki‐1, and ACHN cells, but not in HK‐2 cells (Figure S6C, Supporting Information). Furthermore, with everolimus fixed at 5 × 10^−6^ m, the MOS (margin of safety) for the combination of SGI‐1027 and everolimus were 2.04 and 1.65 in 786‐O and A‐498 cells, respectively (Figure S7A–C, Supporting Information). These results indicated that HK‐2 cells might resist LMP and GSDME‐dependent pyroptosis induced by the combination treatment. We therefore examined the endogenous expression of GSDME in HK‐2 cells and renal cancer cells. The result demonstrated that 786‐O, A‐498, Caki‐1 and ACHN cells expressed GSDME at extremely higher levels than HK‐2 cells (**Figure** **8**A). By analyzing the protein expression levels of GSDME in tissue microarrays comprising 150 ccRCC cases and 30 normal kidney cases, we demonstrated a significant increase in GSDME expression in ccRCC (Figure 8B, ccRCC vs normal kidney, *P* < 0.01). We also analyzed proteomic data from the CPTAC database to explore the expression of GSDME in clear cell renal cell carcinoma (ccRCC) tissues. The results indicated that GSDME was highly expressed in ccRCC tissues compared to normal kidney tissues (*P* = 1.65E‐16, Figure 8C). Furthermore, GSDME expression was correlated with tumor stage (*P* = 1.50E‐02, Stage4 vs Stage1; *P* = 3.72E‐02, Stage4 vs Stage3, Figure 8D) and grade (*P* = 6.54E‐03, Grade3 vs Grade1; *P* = 1.20E‐02, Grade4 vs Grade1, Figure 8E) of ccRCC, suggesting that GSDME could be a biomarker for advanced renal carcinoma. Existing research suggests that high expression level of endogenous GSDME makes cells more prone to undergoing GSDME‐dependent pyroptosis.^[^ ^25^ ^]^ This may explain the heterogeneity in the toxicity of SGI‐1027 combined with everolimus between renal cancer cells and HK‐2 cells. For further validation, we knocked down GSDME expression in 786‐O and A‐498 cells and found that it increased the resistance of renal cancer cells to the combined toxicity of SGI‐1027 and everolimus (Figure S7D–F, Supporting Information). Additionally, since the quantity and activity of lysosomes in tumor cells can affect their susceptibility to LMP,^[^ ^34^ ^]^ we further investigated the differences in lysosomal activity between renal cancer cells and HK‐2 cells using Lyso‐Tracker staining. Remarkably, the lysosomal signals of 786‐O, A‐498, Caki‐1 and ACHN renal cancer cells were significantly higher than that of HK‐2 cells (Figure 8F), which was also confirmed by the results of flow cytometry (Figure 8G). Therefore, our findings indicate that renal cancer cells exhibit high expression level of GSDME and increased lysosomal activity. Based on these, the combination of SGI‐1027 and everolimus could be a promising treatment option for advanced RCC due to its beneficial effects in inducing LMP and GSDME‐dependent pyroptosis.

**Figure 8:**
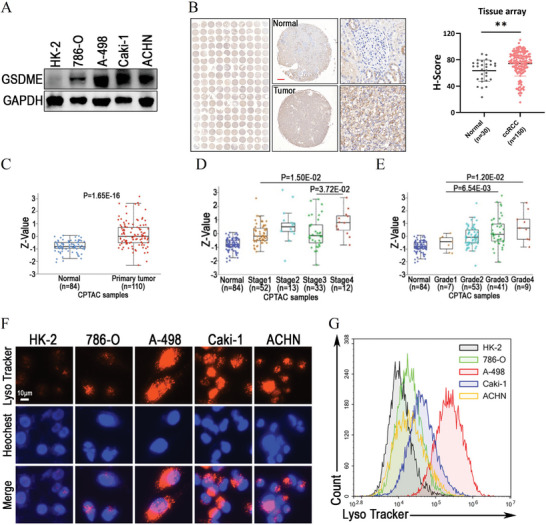
Targeting LMP and GSDME‐dependent pyroptosis manifests feasibility for RCC therapy. A) Detection of the endogenous expression of GSDME in HK‐2 and renal cancer cells as indicated by Western blot. GAPDH was used as loading control. B) GSDME protein expression was examined utilizing a ccRCC tissue array consisting of 30 normal kidney tissues and 150 tumor tissues. GSDME protein level was significantly higher in ccRCC tissues compared to normal kidney tissues. **P < 0.01. C) The differential expression of GSDME protein between clear cell renal cell carcinoma (ccRCC) and normal kidney tissues in CPTAC database. D,E) The expression of GSDME protein in different stage and grade of ccRCC in CPTAC database. F,G) Lyso‐Tracker staining and flow cytometry analysis for HK‐2, 786‐O, A‐498, Caki‐1, and ACHN cells.

### 2.9 SGI‐1027 Combined with Everolimus Exerted Synergetic Antitumor Effects In Vivo

We finally established a nude mice xenograft model using A‐498 cells to evaluate the in vivo anti‐tumor activity of SGI‐1027, everolimus, and their combination. As shown in **Figure** **9**A,B, treatment with 30 mg kg^−1^ per day of SGI‐1027 or 2 mg kg^−1^ per day of everolimus for 16 d significantly inhibited tumor growth compared to the vehicle group (tumor volume: *P* < 0.001 and *P* < 0.0001, SGI‐1027 or everolimus vs vehicle; tumor weight: *P* < 0.05 and *P* < 0.01, SGI‐1027 or everolimus vs vehicle). Surprisingly, the combination of SGI‐1027 and everolimus showed even stronger suppression of tumor growth compared to either agent alone (tumor volume and weight: *P* < 0.0001, SGI‐1027 + everolimus vs SGI‐1027/everolimus/vehicle). Based on the tumor weight after 16 d of treatment, the tumor growth inhibition value (TGI) of everolimus group and SGI‐1027 group was 40% and 32.8%, respectively (Figure 9B). By contrast, the TGI of the combination group was 78.8%, which suggested that everolimus combined with SGI‐1027 had a better synergistic anti‐tumor effect in vivo. Importantly, the combination treatment did not result in significant weight loss after 16 d of treatment (*P* > 0.05, SGI‐1027 + everolimus vs SGI‐1027/everolimus/Vehicle, Figure 9C). Moreover, the expression levels of Ki‐67 and PCNA in subcutaneous tumors of combination group were lower than those of everolimus group and SGI‐1027 group (Figure 9D). Most importantly, we observed a significant increase in GSDME cleavage in subcutaneous tumors in the combination therapy group (Figure 9E and *P* < 0.0001, SGI‐1027 + everolimus vs vehicle; *P* < 0.01, SGI‐1027 + everolimus vs everolimus or SGI‐1027), suggesting that SGI‐1027 combined with everolimus can promote tumor regression in vivo by inducing pyroptosis. Overall, our results suggest that SGI‐1027 could inhibit tumor growth in vivo, and its combination with everolimus exerts a potent tumor‐suppressive effect by inducing pyroptosis with ideal tolerability.

**Figure 9:**
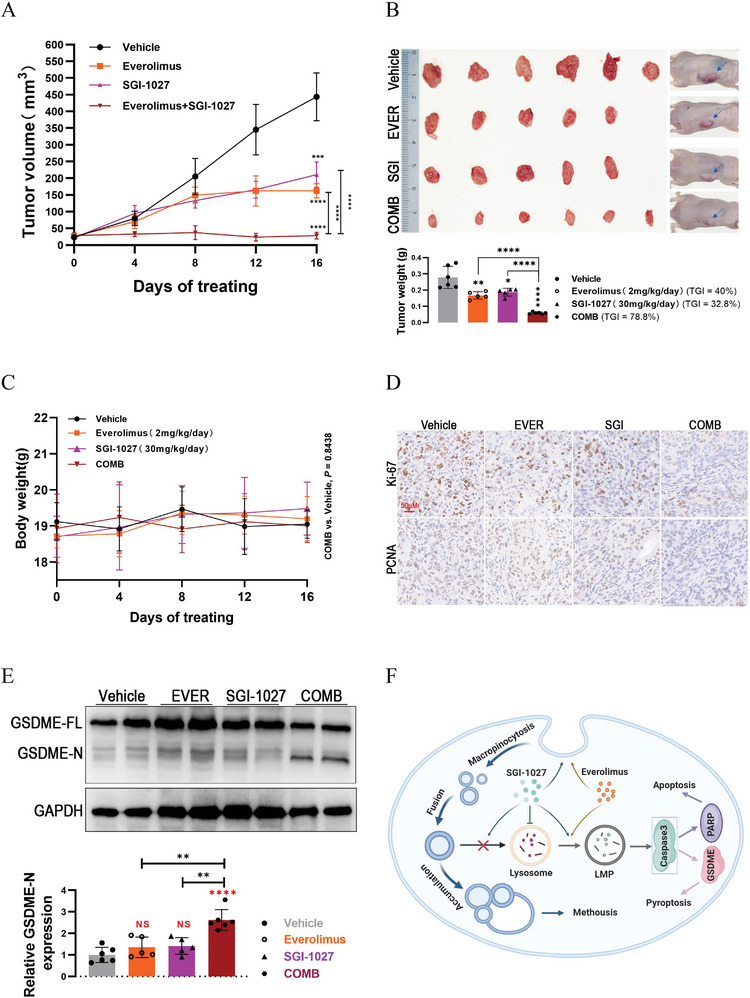
SGI‐1027 combined with everolimus exerted synergetic anti‐tumor effects in vivo. A) Tumor volume of subcutaneous xenograft models during treatment. Carboxymethyl cellulose (vehicle), SGI‐1027 (SGI, 30 mg kg^−1^ per day), everolimus (EVER, 2 mg kg^−1^ per day) and their combination (COMB) were administered once daily by oral gavage. B) Image and tumor weight of the subcutaneous xenograft tumors harvested from nude mice models. TGI, tumor growth inhibition value. C) Body weight of subcutaneous xenograft models during 16 d of treatment. COMB, SGI‐1027 combined with everolimus. D) IHC staining analysis of Ki‐67 and PCNA for the harvested subcutaneous tumors. EVER, everolimus; SGI, SGI‐1027; COMB, SGI‐1027 combined with everolimus. E) Western blot analysis to detect the cleavage state of GSDME in subcutaneous tumors. NS, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. F) A possible schematic model for cell death induced by SGI‐1027 in combination of everolimus suggested by the present study: SGI‐1027 induces vacuolation by macropinocytosis and inhibits the fusion of vacuoles and lysosomes. Everolimus enhances the process of macropinocytosis and cooperates with SGI‐1027 to induce LMP, subsequently leading to apoptosis and GSDME dependent pyroptosis.

## 3 Discussion

Rapid progress has been made in the treatment of metastatic RCC in clinical. These treatments are primarily categorized based on their mechanisms of action into tyrosine kinase inhibitors (TKI) (e.g., sorafenib, sunitinib), mTOR inhibitors (e.g., everolimus), and immune checkpoint inhibitors (e.g., nivolumab). For patients who experienced treatment failure with sorafenib or sunitinib, the median PFS with second‐line everolimus treatment was 5.4 months, with a 69% reduction in the risk of disease progression.^[^ ^11^ ^]^ Additionally, a multicenter clinical study confirmed the efficacy and safety of everolimus as a second‐line targeted therapy after TKI treatment failure, with a disease control rate of 61%, a median PFS of 6.9 months, and a clinical benefit rate of 66%.^[^ ^35^ ^]^ However, the issue of everolimus resistance has yet to be resolved. Given these, the identification of new drugs and combination regimens targeting multiple factors is necessary. In this study, we identified SGI‐1027 as a methuosis inducer in renal cancer cells. When combined with everolimus, SGI‐1027 exerted strong lethality by inducing LMP and GSDME‐dependent pyroptosis. A possible schematic model for cell death induced by the combination of SGI‐1027 and everolimus is shown in Figure 9F. Briefly, SGI‐1027 induces vacuolation by macropinocytosis and inhibits the fusion of vacuoles and lysosomes. Everolimus enhances the process of macropinocytosis and cooperates with SGI‐1027 to induce LMP, which subsequently leading to apoptosis and GSDME‐dependent pyroptosis. These findings suggest potential new strategies for everolimus resistance and the management of advanced RCC.

Most existing antitumor drugs induce apoptosis as the main working positively mechanism. However, evasion of apoptosis has been identified as a hallmark of cancer,^[^ ^36^ ^]^ making tumors less susceptible to apoptotic signals and eventually leading to drug resistance.^[^ ^37^ ^]^ Recently, methuosis has been proposed as a nonapoptotic cell death mechanism that could guide tumor therapy for overcoming anti‐apoptotic drug resistance.^[^ ^38^ ^]^ Therefore, identifying new methuosis inducers and evaluating their anti‐tumor activity are necessary for the development of novel drugs. While many methuosis inducers have been identified in vitro studies in recent years, few studies have evaluated their efficacy and side effects in vivo. In our study, we demonstrated that SGI‐1027 showed higher cytotoxicity in renal cancer cells but less in HK‐2 cells. We also verified its antitumor activity in vivo and found it to be safe and well‐tolerated. Therefore, we believe that SGI‐1027 holds promise in the design and development of novel anti‐tumor drugs for overcoming anti‐apoptotic drug resistance. Additionally, the inability of vacuoles to fuse with lysosome is a hallmark of methuosis, and a previous study has proposed that LMP may be associated with the occurrence of methuosis.^[^ ^27^ ^]^ In our study, everolimus enhanced SGI‐1027‐induced vacuolation, which occurred simultaneously with GSDME cleavage. These results suggest that methuosis is involved in the combined toxicity, and LMP may be a key factor mediating the transition from methuosis to pyroptosis.

Although GSDME expression is generally silenced in most cancer cells,^[^ ^39^ ^]^ a recent study has reported that GSDME is a potential clinical target and prognostic biomarker for ccRCC.^[^ ^40^ ^]^ In our study, we found that GSDME was highly expressed in renal cancer cells compared to human proximal tubule epithelial cells. Additionally, GSDME was highly expressed in ccRCC tissues and positively correlated with the stage and grade of ccRCC according to the CPTAC proteomics database. These results support the idea of targeting GSDME‐dependent pyroptosis as a potential therapy for advanced RCC. Additionally, consistent with previous research findings, we found that the lysosomal activity in renal cancer cells was significantly increased, making them more susceptible to LMP.^[^ ^34^ ^]^ Previous studies have shown that LMP can induce GSDME‐dependent pyroptosis in human retinal pigment epithelial cells (ARPE‐19 cells),^[^ ^33^ ^]^ but no study investigating the relationship between LMP and GSDME‐dependent pyroptosis in tumor cells. In this study, we confirmed through in vitro and in vivo experiments that SGI‐1027 combined with everolimus induces LMP and GSDME‐dependent pyroptosis in renal cancer cells. The upregulation of GSDME expression and the increase in lysosomal activity in renal cancer cells will create a greater therapeutic window for the combined treatment.

In conclusion, this study first identified SGI‐1027 as a methuosis inducer in RCC, and SGI‐1027 combined with everolimus could exert powerful lethal effect on RCC cells by inducing LMP, providing new solution to the treatment of advanced RCC, everolimus resistance, as well as GSDME‐positive malignant tumors.

## 4 Experimental Section

### Cell Culture

Human renal cancer cells (786‐O, A‐498, Caki‐1, and ACHN) and human proximal tubule epithelial cells HK‐2 were obtained from Procell (Wuhan, China). 786‐O cells were cultured in Roswell Park Memorial Institute (RPMI) 1640 medium (Cat#C11875500CP, Gibco, USA). A‐498, ACHN, and HK‐2 cells were cultured in Dulbecco's Modified Eagle Medium (DMEM, Cat#L110KJ, BasalMedia, Shanghai, China). Caki‐1 cells were cultured in McCoy's 5A medium (Cat#PM150710, Procell, Wuhan, China). All culture media contained 10% (v/v) fetal bovine serum, 100 U mL^−1^ penicillin, and 100 µg mL^−1^ streptomycin. The cells were maintained at 37 °C in 5% CO_2_

### Chemicals and Reagents

SGI‐1027 (Cat#HY‐13962), everolimus (Cat#HY‐10218), cis‐diaminodichloroplatinum (CDDP, Cat#HY‐17394), Z‐VAD‐FMK (Cat#HY‐16658B), 3‐methyladenine (3‐MA, Cat#HY‐19312), 5‐aza‐2′‐deoxycytidine (Cat#HY‐A0004) and necrostatin‐1(Cat#HY‐15760) were purchased from MedChemExpress (MCE, USA). Dimethyl sulfoxide (DMSO, Cat# 60313ES60) was purchased from Yeasen Biotechnology (Shanghai, China). Phenylmethylsulfonyl fluoride (Cat#ST505), RIPA lysis buffer (Cat#P0013B), proteinase inhibitor (Cat#P1005), and phosphatase inhibitor (Cat#P1045) were obtained from Beyotime Biotechnology (Shanghai, China)

### Cell Viability

CCK‐8 cell proliferation assay kit was purchased from Uelandy Biotechnology (Cat#C6005, Suzhou, China). Cells were seeded in 96‐well plates and allowed to adhere and recover morphology before replacing the medium with drug‐containing culture medium. After incubation for appropriate time, cell viability was determined using the CCK‐8 assay kit according to the manufacturer's instructions. The absorbance at 450 nm was detected by a microplate reader (Synergy H1, BioTek, USA)

### Live Cell Imaging

ER‐Tracker red (Cat#C1041S), Lyso‐Tracker red (Cat#C1046), and Mito‐Tracker green (Cat#C1048) were obtained from Beyotime Biotechnology. Lucifer yellow CH dilithium salt (Cat#L0259‐25MG) was purchased from Sigma‐Aldrich (St. Louis, MO, USA). Acridine orange (Cat#HY‐101879) was purchased from MedChemExpress. For live cell staining, cells were seeded at 5 × 10^4^ per well in a 24‐well plate and treated with SGI‐1027 for 24 h. Subsequently the cells were incubated with ER‐Tracker red, Lyso‐Tracker red, Mito‐Tracker green, Lucifer yellow or acridine orange according to the manufacturer's instructions. All images were captured using a fluorescence microscope (Thermo Fisher, EVOS M7000, USA)

### Immunofluorescence Staining

Cells were fixed with 4% (v/v) paraformaldehyde for 15 min and permeabilized with 0.1% Triton X‐100 for 20 min, followed by blocking with 5% BSA for 1 h. Then, the cells were incubated with Rab7 (Cat#9367, Cell Signaling Technology), LAMP1 (Cat#A16894, Abclonal Technology), and LAMP2 (Cat#A22482, Abclonal Technology) antibodies overnight at 4 °C. After washing for three times with PBS, the cells were incubated with Alexa Fluor 555‐conjugated anti‐rabbit IgG (Cat#ab150078, Abcam) for 1 h. Subsequently, the cells were stained with DAPI staining solution (Cat#C1005, Beyotime Biotechnology). All images were captured under fluorescence microscope (Thermo Fisher, EVOS M7000, USA).

### Transmission Electron Microscopy

Cells were fixed with 2.5% (v/v) glutaraldehyde at room temperature for 30 min and then overnight at 4 °C. After washing for three times with 0.1 m PBS, the cells were fixed with 1% OsO4 in 0.1 m PBS (pH 7.4) at 4 °C for 2 h. Subsequently, the cells were dehydrated with a gradient of ethanol (30%, 50%, 70%, 90%, 100%, and 100%) and embedded in Spurr's resin. Ultrathin sections were cut and placed on copper grids, after which the sections were stained with uranyl acetate or lead citrate and observed under transmission electron microscopy (Hitachi H‐7650, Japan).

### Drug Interaction Evaluation

Zero interaction potency (ZIP) model, Bliss independence model, and highest single agent (HSA) model were used to analyze drug combination data between SGI‐1027 and everolimus.^[^ ^41^ ^]^ The ZIP model was applied to compare the change in potency (impact at a specific dose level) of the dose–response curves between individual medications and their combinations to capture the drug interaction interactions. The Bliss independence model, which assumes a stochastic process in which two drugs act independently, can be used to calculate the expected joint effect based on the probability of independent events. The HSA model considers the expected combined effect to be the maximum of a single drug response at the corresponding concentration. SGI‐1027 and everolimus were combined at non‐fixed doses. The inhibition rate of each concentration combination was analyzed by CCK‐8 assay, and the synergy scores of each reference model were calculated by SynergyFinder software (version 2.0).^[^ ^42^ ^]^ The calculated synergy scores under −10, from −10 to 10 and above 10 indicate antagonism, additivity, and synergism, respectively.

### Colony Formation Assay

Cells were seeded in six‐well plates (500 cells per well) and incubated with drug‐containing culture medium for 2 to 3 weeks, after which cells were fixed with 4% (v/v) paraformaldehyde and stained with 0.1% crystal violet.

### EdU Assay

The EdU cell proliferation kit with Alexa Fluor 555 (Cat#C0075) and Hoechst 33258 (Cat#C1011) for nuclear staining was purchased from Beyotime Biotechnology. About 1 × 10^4^ cells were seeded in 96‐well plates and incubated with drug‐containing culture medium for 24 h, after which cells were fixed with 4% (v/v) paraformaldehyde and stained with EdU and Hoechst according to the manufacturer's instructions. The images were captured under a fluorescence microscope (Thermo Fisher, EVOS M7000).

### Cell Migration and Invasion

In wound‐healing assay, cells were seeded in a six‐well plate and incubated overnight. A 200 µL pipette tip was used to create a scratch in the middle of each well, followed by replacing the serum‐free media with or without drugs. After 24 h, images of the scratched area were collected. Transwell migration plate (Cat#3422, Corning, NY, USA) and transwell invasion plate (Cat#354480, Corning) were used to performed migration and invasion assay according to the manufacturer's instructions. All images were collected under a fluorescence microscope (Thermo Fisher, EVOS M7000, USA).

### Immunoblotting

After drug treatment, cells were lysed in RIPA buffer containing PMSF, protease inhibitor, and phosphatase inhibitor. For subcutaneous tumors, the minced tissues were mixed with RIPA buffer and homogenized. The supernatant was obtained after thorough lysis and centrifugation, and the protein concentration was measured using bicinchoninic acid assay (BCA, Cat#23227, ThermoFisher Scientific, USA). Equal amounts of protein were loaded onto a sodium dodecyl sulfate‐polyacrylamide gel electrophoresis (SDS‐PAGE) gel for electrophoresis, followed by transfer of the proteins onto a PVDF membrane (Cat#03010040001, Roche, Basel, Switzerland). After incubation with specific primary and secondary antibodies, protein was detected by ChemiScope 6200 (Clinx, Shanghai, China). Antibodies against GAPDH (Cat#2118), LC3B (Cat#3868), β‐Actin (Cat#3700), PARP (Cat#9542), Caspase‐3 (Cat#9662) and cleaved Caspase‐3 (Cat#9661) were purchased from Cell Signaling Technology (Beverly, USA). Antibodies against DNMT1 (Cat#A22455), DNMT3A (Cat#A2065), DNMT3B (Cat#A22658), LAMP1 (Cat#A16894) and LAMP2 (Cat#A22482) were obtained from Abclonal Technology (Wuhan, China). Antibodies against GSDMD (Cat#ab219800) and GSDME (Cat#ab19859) were purchased from Abcam (Cambridge, UK).

### RNA Sequencing

786‐O cells were incubated with 1.5 × 10^−6^ m SGI‐1027, 5 × 10^−6^ m everolimus or their combination, or an equal volume of dimethylsulfoxide (DMSO) as a control group. After 24 h of treatment, total RNA was extracted using the TRIzol reagent according to the manufacturer's protocol. RNA purity and quantification were evaluated using the NanoDrop 2000 spectrophotometer (Thermo Scientific, USA). RNA integrity was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Then the libraries were constructed using TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, San Diego, CA, USA) according to the manufacturer's instructions.

### Bioinformatics Analysis

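In edgeR's quasi-likelihood test, replacing the unadjusted p by the Benjamini-Hochberg adjusted p at the same threshold of 0.05 and the same minimum absolute log2 fold change of 1 changed the calls little. It left 469 upregulated and 107 downregulated genes in the everolimus group, 785 and 133 in the SGI-1027 group, and 922 and 340 in the combination group, each compared with DMSO. Of the downregulated genes that the paper's Table S1 lists, the calls at the unadjusted threshold shared 97 for everolimus and 317 for the combination.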

The differentially expressed genes (DEGs) were obtained by the cut‐off of │Log2cis‐diaminodichloroplatinumFC│≥ 1, *P* value < 0.05. Then, the DEGs were imported into Database for Annotation, Visualization and Integrated Discovery (DAVID) database (https://david.ncifcrf.gov/) to obtain results of Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses. The pyroptosis and inflammatory response‐related genes were downloaded from the Gene Set Enrichment Analysis (GSEA) database (https://www.gsea‐msigdb.org/). R software (version 4.2.0) was used to perform GSEA analysis and realize visualization. Proteomic data from the Clinical Proteomic Tumor Analysis Consortium (CPTAC) database were used to analyze the protein expression of GSDME through the University of Alabama at Birmingham Cancer Data Analysis Portal (ULCAN) website (http://ualcan.path.uab.edu)

### Autophagic Flux Measurement

Autophagic flux was detected using adenovirus expressing mCherry‐GFP‐LC3B fusion protein (Ad‐mCherry‐GFP‐LC3B, Cat#C3011, Beyotime Biotechnology). About 5 × 10^4^ cells were seeded in 24‐well plates and infected with Ad‐mCherry‐GFP‐LC3B according to the manufacturer's instructions. Subsequently, cells were treated with drugs and autophagic flux was observed under fluorescence microscopy (Thermo Fisher, EVOS M7000, USA). After the fusion of autophagosome and lysosome, the acidic environment in the lysosome will quench the GFP signals and makes the LC3B fusion protein emit red signals of mCherry. By contrast, when the fusion of autophagosomes and lysosomes was disrupted, the LC3B fusion protein emits yellow signals due to the superposition of GFP and mCherry.

### Annexin V/PI Staining and Cell Cycle Detection

Annexin V‐fluorescein isothiocyanate (FITC)/propidium iodide (PI) apoptosis detection kit (Cat#F6012) and cell cycle detection kit (Cat#C6031) were purchased from Uelandy (Suzhou, China). Cells were treated with drugs for 24 h, after which cell staining was performed according to the manufacturer's instructions. Cell apoptosis and cell cycle were then detected by NovoCyte Flow Cytometer (NovoCyte 2040R, USA)

### Lactate Dehydrogenase Release Assay

Lactate dehydrogenase (LDH) release assay kit (Cat#C0017) was purchased from Beyotime Biotechnology. About 1 × 10^4^ cells were seeded in 96‐well plates. After incubating with drug‐containing culture medium, the LDH release assay was performed according to the manufacturer's instructions.

### Tissue Microarray and Immunohistochemical Staining

The human tissue microarray (TMA) containing 150 ccRCC tissues and 30 normal kidney tissues was purchased from Shanghai OUTDO Biotech Co., Ltd (HKidE180Su02). TMA and the paraffin sections of subcutaneous grafts were deparaffinized, rehydrated, subjected to antigen retrieval, and incubated with specific primary antibodies overnight at 4 °C and secondary antibodies for 1 h at room temperature. Visualization of the immune complexes was achieved using 3,3′‐diaminobenzidine tetrahydrochloride (DAB), followed by hematoxylin counterstaining. The TMA was scanned and imaged using Pannoramic DESK (3D HISTECH, HU). The H‐score was calculated according to the following formula: H‐SCORE = ∑(pi × i) = (percentage of weak intensity × 1) + (percentage of moderate intensity × 2) + (percentage of strong intensity × 3). Human GSDME antibody (Cat#ab230482) was purchased from Abcam (Cambridge, UK). Human Ki‐67 (Cat#9449) and PCNA (Cat#13110) antibodies were purchased from Cell Signaling Technology (Beverly, USA).

### Construction and Transfection of Plasmids and Lentiviruses

The pPLK vector containing small hairpin RNA (shRNA) against human GSDME (pPLK‐shGSDME, Cat#PPL02188‐3a, target sequence: GATGATGGAGTATCTGATCTT) was purchased from Public Protein/Plasmid Library (PPL, Suzhou, China). The Lipofectamine 3000 reagent (#L3000015, Invitrogen, USA) was used to transfect pPLK‐shGSDME and the control plasmid into 786‐O and A‐498 cells according to the manufacturer's instructions.

### Xenograft Model

All animal experiments were conducted in accordance with the animal experimental regulations approved by the Institutional Animal Care and Use Committee of Xiamen University (Ethical approval number: XMULAC20190168). 6–8 week of male immunodeficient nude mice were purchased from the Laboratory Animal Center of Xiamen University and maintained under pathogen‐free conditions. Approximately 5 × 10^6^ A‐498 cells were inoculated subcutaneously into the mice to establish the subcutaneous xenograft model. The mice were randomly divided into four groups and treatment with drugs when the tumor volume reached approximately 30 mm^3^. SGI‐1027 (30 mg kg^−1^ per day) and everolimus (2 mg kg^−1^ per day) were administered once daily by oral gavage. Tumor volume and mice weight were measured every 2 d. The formula for calculating tumor volume was *V* = π (length × width^2^)/6. The formula for calculating tumor growth inhibition (TGI) value was (1‐tumor weight in treatment group/tumor weight in control group) ×100%. After 16 d of treatment, the mice were euthanized and the subcutaneous tumors were isolated, and weighed. The tumors were then divided into two parts, one of which were fixed in formalin for immunohistochemistry staining and the other were stored in liquid nitrogen for immunoblotting.

### Statistical Analyses

All statistical analyses were performed using GraphPad Prism (version 8.0). The IC_50_ values of the drugs were calculated using nonlinear regression. *P*‐value of less than 0.05 was considered the threshold value for statistical significance. The following notations were used: NS (not significant), * (*P* < 0.05), ** (*P* < 0.01), *** (*P* < 0.001) and **** (*P* < 0.0001).

### Ethical Statement

This study was conducted in accordance with the principles of the Declaration of Helsinki and received approval from the Institutional Review Board at Shanghai Outdo Biotech Co., Ltd. (SHYJS‐CP‐1510001).

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Y.L. and B.G. contributed to this work equally. Y.L., J.X., B.C., and T.W. conceived and designed research; Y.L., B.G., X.D., C.M., A.S., Z.L., D.Y., X.W., Z.S., and Y.W. performed experiments; Y.L., B.G., and T.W. analyzed data. T.W. and Y.L. wrote the manuscript. T.W., P.B. H.H., J.X., and B.C. provided funding. All authors contributed with productive discussions and knowledge to the final version of this manuscript.

## Supporting information

Supporting Information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Methuosis Inducer SGI‐1027 Cooperates with Everolimus to Promote Apoptosis and Pyroptosis by Triggering Lysosomal Membrane Permeability in Renal Cancer
**Source:** Adv Sci (Weinh). 2024 Aug 9;11(38):2404693. doi: 10.1002/advs.202404693
**Supplement:** Supplementary file 1 — Supporting Information

**Supporting Information**

**Figure S1** Detecting the cytotoxicity of SGI-1027 in HK-2, 786-O, A-498 and Caki-1 cells. HK-2, 786-O, A-498 and Caki-1 cells were treated with SGI-1027 at indicated concentrations for 48 hours.

| A  **** | B  **** |
| --- | --- |

**Figure S2** A, B) 786-O and A-498 cells were treated with 10 μM everolimus, SGI-1027 at indicated concentrations, or their combinations for 24 hours. The cell viability was detected by CCK-8 assay. EVER, everolimus; SGI, SGI-1027. *, *P* < 0.05; ***, *P* < 0.001; ****, *P* < 0.0001.

| A  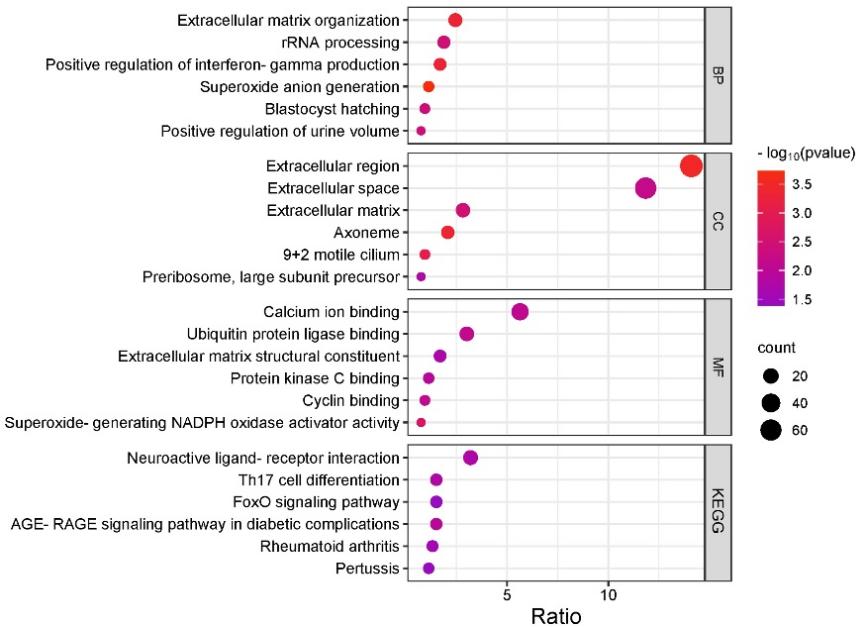 |
| --- |
| B  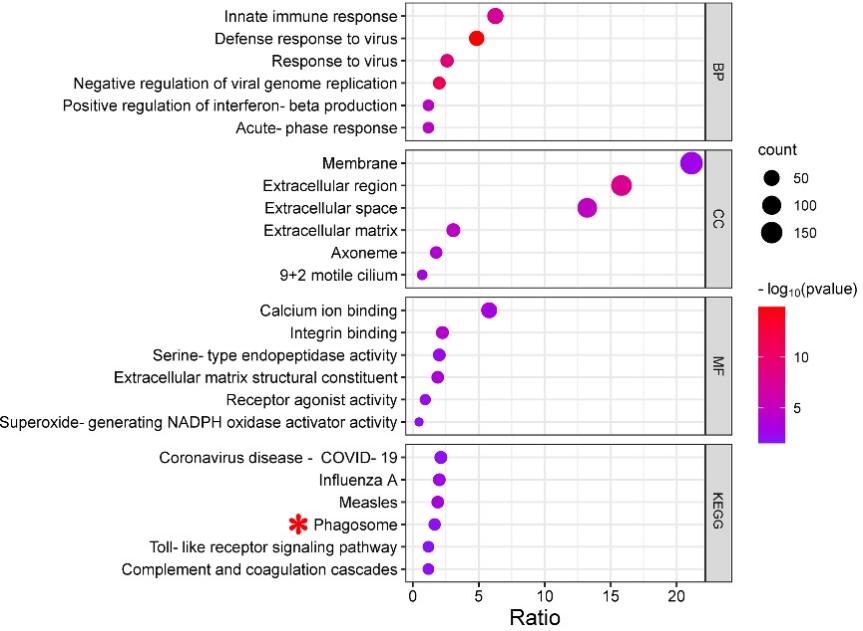 |

| C  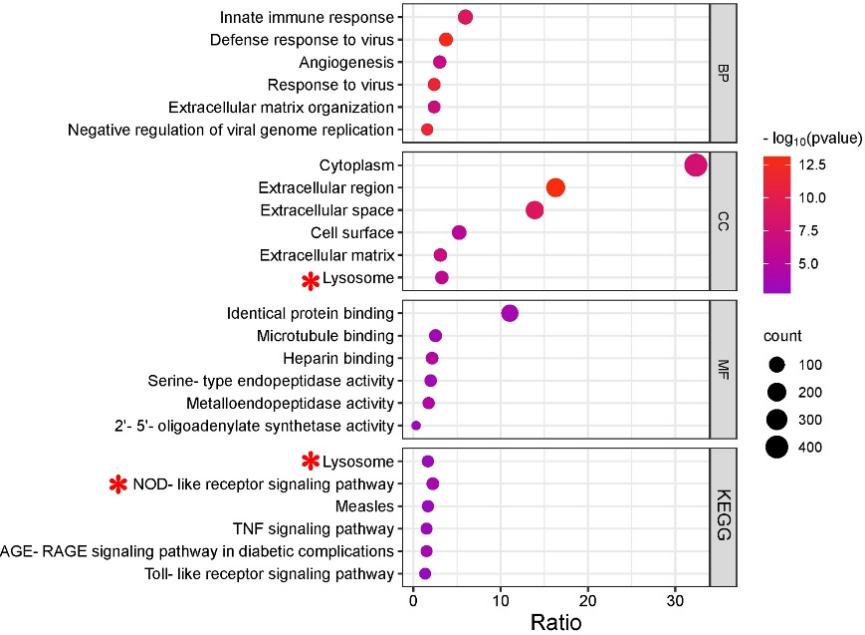 |
| --- |

**Figure S3** A-C) The GO and KEGG enrichment analyses for DEGs in everolimus group A), SGI-1027 group B), combination group C). BP, biological process; CC, cellular component; MF, molecular function; KEGG, kyoto encyclopedia of genes and genomes.

**
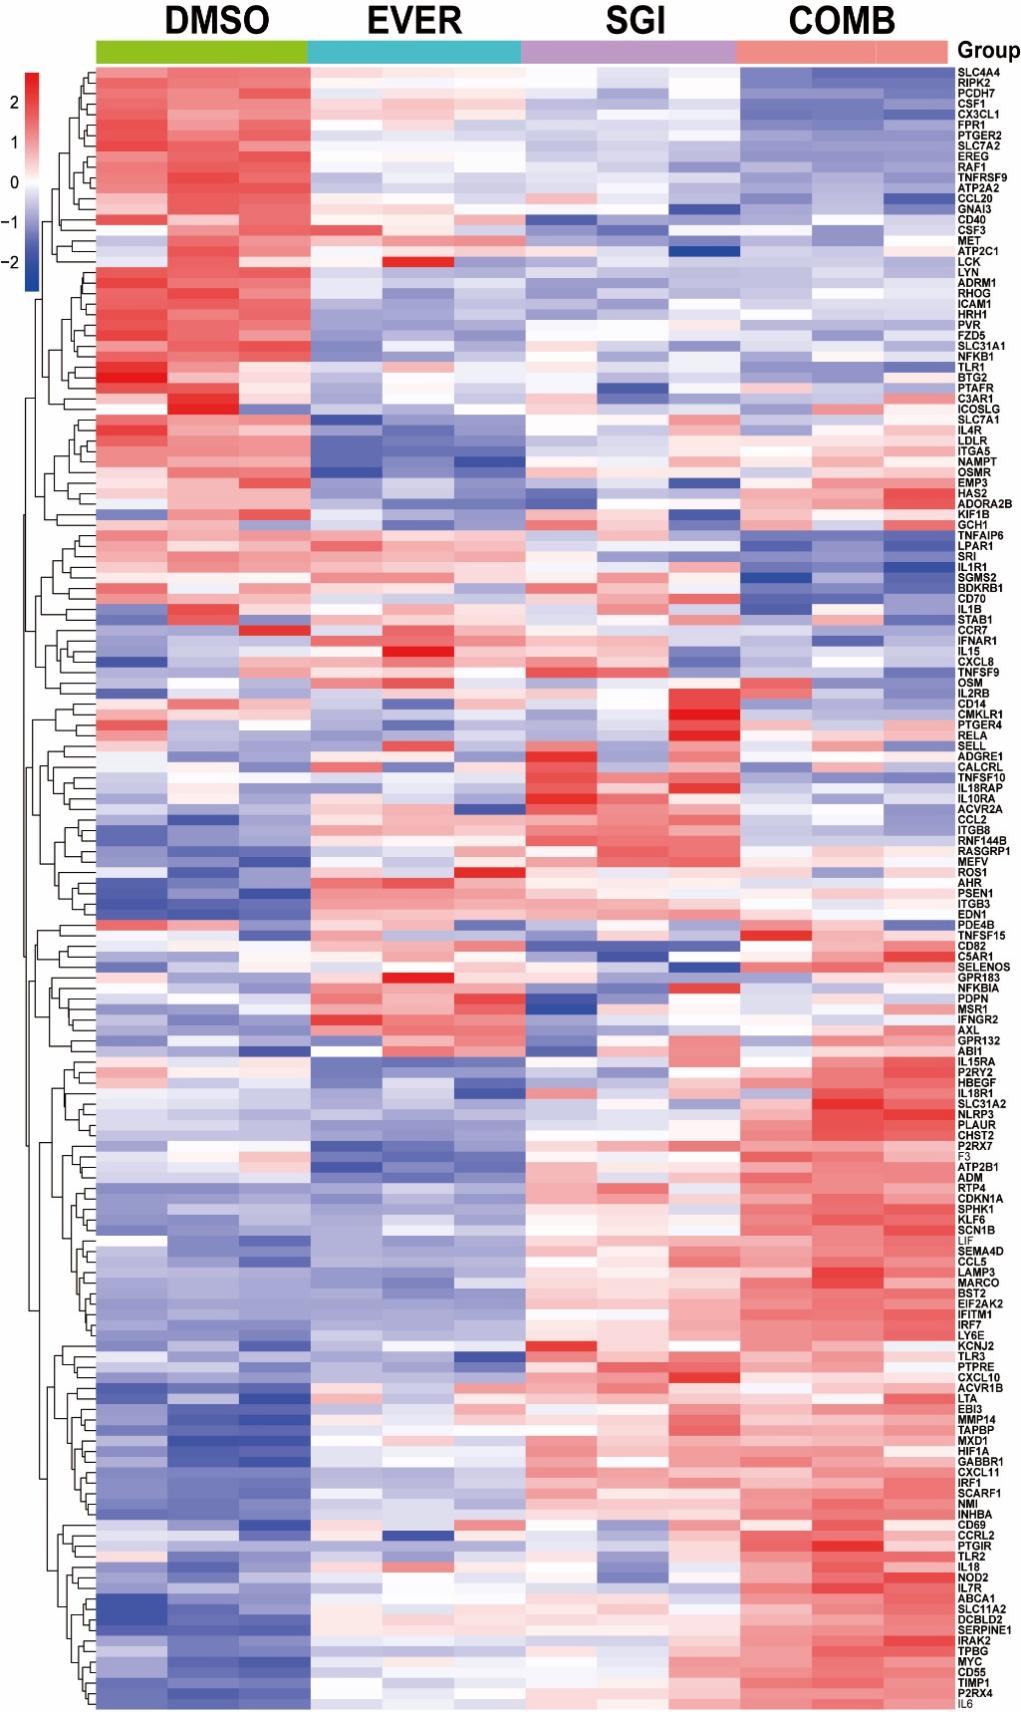
**

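Of the 156 inflammatory response-related genes in the heatmap, 138 were expressed strongly enough to be tested. In the everolimus group 47 of them were higher and 42 lower than with DMSO at an adjusted p under 0.05 among all tested genes in edgeR's quasi-likelihood test, in the SGI-1027 group 57 were higher and 37 lower (57 and 38 adjusted over the list alone), and in the combination group 65 were higher and 40 lower (65 and 41 adjusted over the list alone). The median log2 fold change in the combination group was 0.15 (camera, p = 0.0264), a call that held under fry (p = 6.77e-06) but not with an estimated correlation (p = 0.190). In GSEA with fgsea on the signal-to-noise ratio of FPKM values, the list had an NES of 1.53 (permutation p = 0.00124). By the cut-off of the paper, 23 genes were upregulated and 9 downregulated with the combination. INHBA rose from 87.4 ± 5.83 normalized CPM with DMSO to 315 ± 7.30 with the combination (SD, n = 3 per group), whereas EREG decreased from 275 ± 26.7 to 64.5 ± 3.06. Their log2 fold changes with SGI-1027 alone were 1.41 and -1.30 (standard errors 0.05 and 0.07). The mean over replicates was highest in the combination group for 55 genes of the list, in the DMSO group for 45, in the SGI-1027 group for 21 and in the everolimus group for 17.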

**Figure S4** Heatmap of the expression of inflammatory response-related genes in the control group (DMSO), Everolimus (EVER), SGI-1027 (SGI), and combination treatment group (COMB).

| A  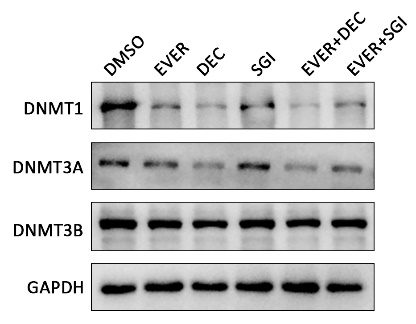 | B  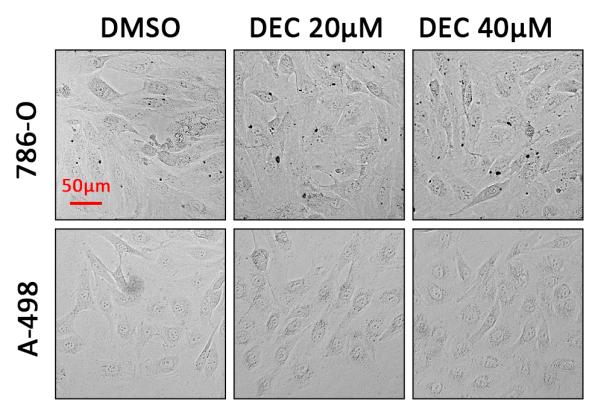 |
| --- | --- |
| C  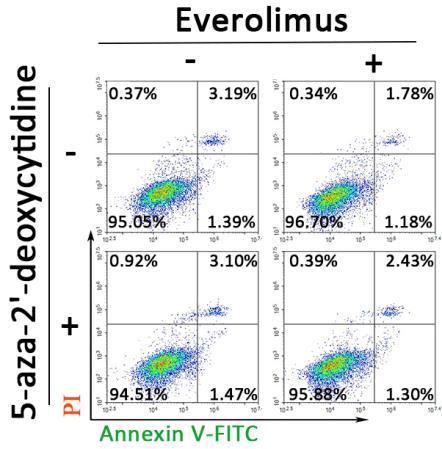 |  |

**Figure S5** A) The effects of 5 µM everolimus (EVER), 10 µM 5-aza-2'-deoxycytidine (DEC), 1.5 µM SGI-1027 (SGI), and their combination on the expression of DNMT family proteins, including DNMT1, DNMT3A, and DNMT3B, were assessed in 786-O cells after 24 hours of treatment. B) 5-aza-2'-deoxycytidine failed to induce vacuolization in 786-O and A-498 cells. 786-O or A-498 cells were subjected to treatment with DMSO, 20 µM, or 40 µM 5-aza-2'-deoxycytidine for 48 hours. Scale bar: 50 µm. C) Annexin V and propidium iodide (PI) staining for 786-O cells treated with 10 µM everolimus, 20 µM 5-aza-2'-deoxycytidine, or their combination for 48 hours.

| A  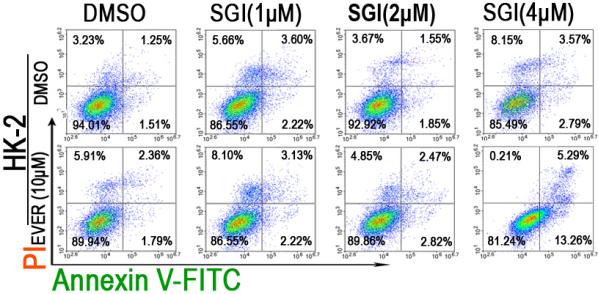 |  |
| --- | --- |
| B  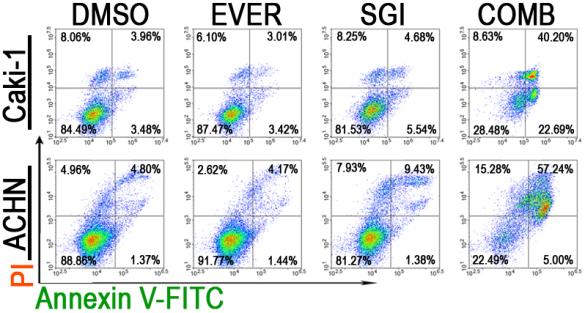 |   |
| C | |
| 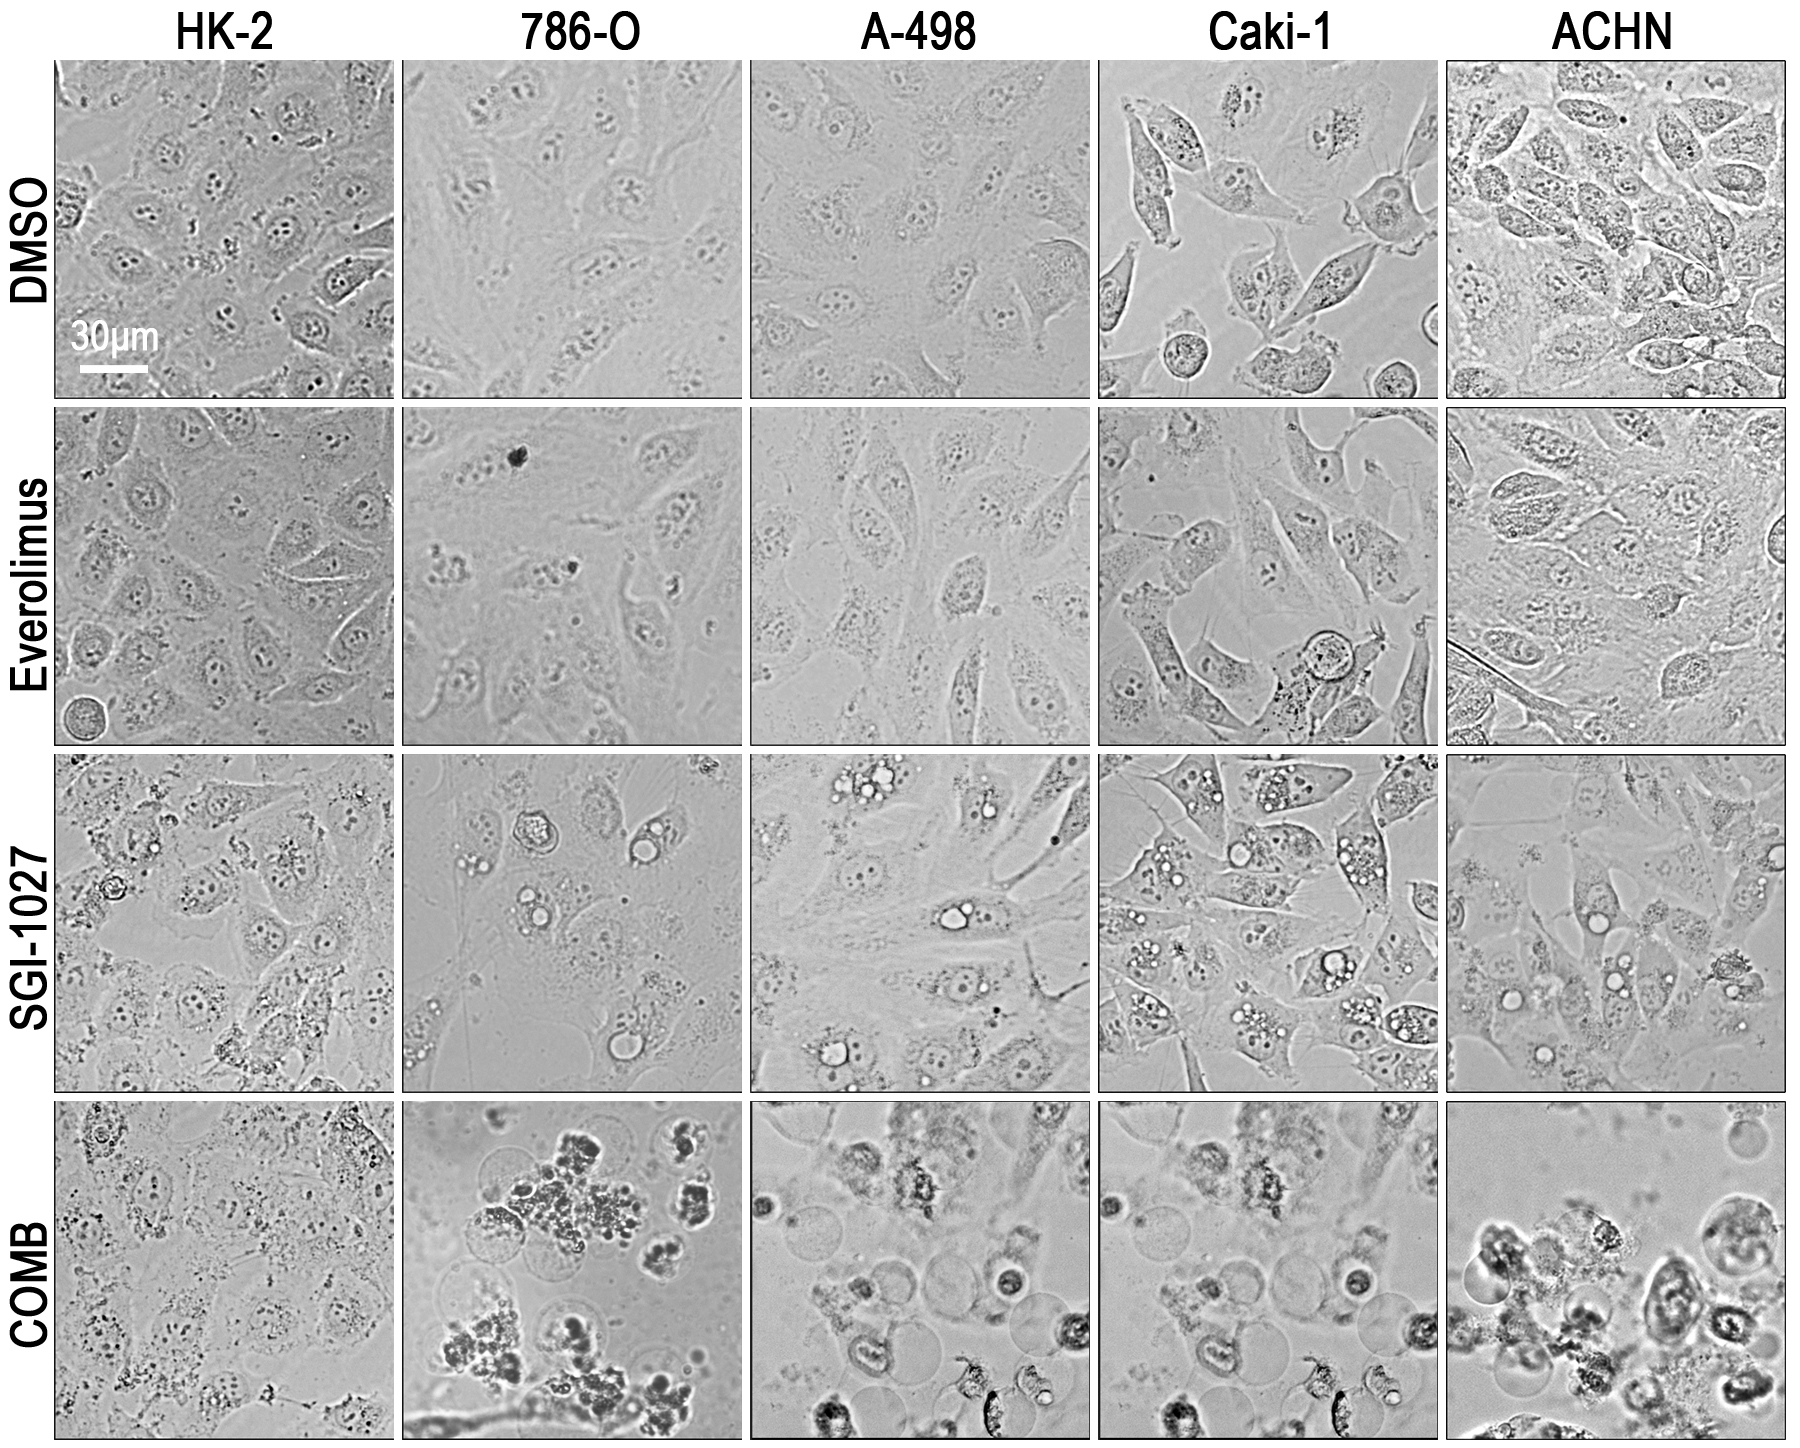 | |

**Figure S6** A) Annexin V and propidium iodide (PI) staining for HK-2 cells treated with 10 μM everolimus, different concentration of SGI-1027 or their combination as indicated for 24 hours. B) Annexin V and propidium iodide staining for Caki-1 and ACHN cells treated with 10 μM everolimus, 4 μM SGI-1027 or their combination for 24 hours. C) Optical microscopy images of HK-2, 786-O, A-498, Caki-1, ACHN cells treated with DMSO (control), 10 μM everolimus, 4 μM SGI-1027, or their combination for 24 hours. EVER, everolimus; SGI, SGI-1027; COMB, SGI-1027 combined with everolimus. ***, *P* < 0.001; ****, *P* < 0.0001.

| A   | B   | C   |
| --- | --- | --- |
| D  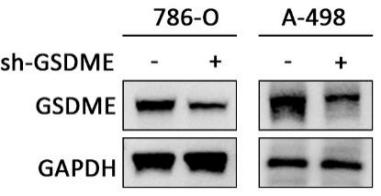 | E   | F   |

**Figure S7** A-C) In the presence of 5 µM everolimus, the IC50 of SGI-1027 was determined in HK-2 cells (A), 786-O cells (B), and A-498 cells (C). MOS (Margin of Safety) represents the ratio of the IC50 value in HK-2 cells to the IC50 values in 786-O and A-498 cells. D) GSDME was knockdown in 786-O and A-498 cells. E, F) Knockdown of GSDME reduced the cytotoxicity of SGI-1027 combined with everolimus. The changes in viability of 786-O and A-498 cells were assessed after GSDME knockdown, treatment with a combination of 1.5 µM SGI-1027 and 5 µM everolimus, or both. **, *P* < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

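RNA sequencing of 786-O cells treated for 24 h with DMSO, everolimus, SGI-1027 or both drugs was used, with 3 libraries in each of the 4 groups. The authors deposited whole-number counts per gene symbol, which are not normalized, and FPKM values that they had computed for the same genes and libraries (scaled by gene length and library size). In these tables an FPKM of 0 occurs exactly where the count is 0. The program, gene lengths, genome build and annotation behind both tables are not given in the paper's text or in the sample records, and replicates were not pooled. Replicate numbers do not pair libraries across groups, so libraries were compared by group only.

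Counts were analysed in R 4.3.3 with edgeR 4.0.16. Of 17085 genes, 12841 passed edgeR's filterByExpr with the 4 groups and were tested, and 4244 were not tested. Libraries were scaled with TMM factors, and all 12 libraries entered one quasi-likelihood fit (prior count 0.125 for fold changes). Each treated group was contrasted with DMSO and the combination with each single drug. An interaction contrast compared the combination with the sum of the single-drug log2 fold changes. A DEG had an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, the cut-off stated in the paper. Genes called only in the combination group were those called there and not in the same direction in either single-drug group. Adjusted p values are Benjamini-Hochberg values over all tested genes unless the text says otherwise. With 37046231 to 41516976 counts per library, the precision of a mean rested mainly on the spread of 3 libraries, and errors are SDs of normalized CPM or standard errors of log2 fold changes.

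Gene lists were typed by hand after the terms the paper names, since no database of gene sets was used here, and those of Figure 6E and Figure S4 were read from the figures. The tested members numbered 109 for phagosome, 112 for lysosome, 61 for lysosomal lumen, 106 for lysosomal membrane, 74 for lysosome organization, 99 for early endosome membrane, 55 for multivesicular body, 125 for NOD-like receptor, 75 for interleukin-1, 44 for anion transporters, 125 for microtubule binding, 51 for pyroptosis (Figure 6E) and 138 for inflammatory response (Figure S4). A further 7 lists were used that the paper does not report as lists. They held 62 tested interferon-stimulated genes, 43 ATF4 targets, 27 cholesterol synthesis genes, 33 p53 targets, 11 cancer-testis genes, 43 S phase genes and 54 G2/M genes. Over-representation among DEGs was tested with a one-sided Fisher's exact test against all tested genes, with 13 such tests planned. The odds ratios beside it are not the test's own estimate, as a small constant was added to each count. The change of a whole list was tested with camera of limma 3.58.1 (preset correlation 0.01), beside fry and camera with an estimated correlation. Adjustment was made over the 9 lists at claims, and over 28 tests for the 7 further lists in 4 contrasts. GSEA was repeated with fgsea 1.28.0 (10000 gene permutations, seed 1) on the signal-to-noise ratio of FPKM values.

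The tests of groups and lists, the gene lists, the rule for named genes and the alternatives were chosen before the data were examined. The tests of explanations in the closing section were not, and each part there names those chosen only after the results were seen. The directions predicted there were set down after the DEG counts and principal components had been seen and before the values they concern, except for the tests named there as chosen or replaced after the results were seen. Genes named in the text were those the paper names, then for each group against DMSO the 3 with the highest and the 3 with the lowest log2 fold change among genes with an adjusted p under 0.05, a mean of at least 50 counts and no overlap between treated and DMSO libraries, the 3 members of each list at a claim with the smallest p, and the 3 highest and lowest interactions under the same limits on count and adjusted p. Some genes that this rule or a list would name are not reported here, although they entered every fit and list test. Other genes named with copies elsewhere in the genome were chosen after their values were seen.

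The procedure was tested on simulated data with 200 altered genes among 12757 tested genes. EdgeR recovered 200 of them with 18 false calls at the unadjusted cut-off and 1 at the adjusted one. DESeq2 recovered 200 with 11 false calls. Limma-trend, run there on CPM in place of FPKM, recovered 193 with 0 false calls at either cut-off. The altered genes were well counted and changed by more than the cut-off, so recovery of weakly expressed genes or of changes near the cut-off was not tested. For the interaction, edgeR recovered 199 with 11 false calls. Camera gave a p under 0.05 for 0 of 20 unchanged lists. These were random genes simulated without correlation, so they do not test the preset correlation on lists whose genes are correlated. A further 20 simulations of unchanged groups and 20 of groups with additive effects drew all 12 libraries anew, each gene independently. The treated groups of a simulation shared its simulated DMSO libraries. A shift of a real library across many genes was therefore not simulated.

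Alternatives were DESeq2 1.42.0, upper-quartile normalization, no filter on low counts, at least 10 counts in every library, replicate number as an added term, fits of 2 groups at a time, limma-trend on log2(FPKM + 1) and on log2(FPKM + 0.1), adjusted p with and without the minimum fold change, both other list tests, GSEA ranked by the signed z of the edgeR fit, and each library left out in turn. Groups of 3 libraries were also split in all 10 ways, and all 12 libraries were regrouped 100 times, the real grouping included. The paper's lipopeptide binding term and its experiments other than RNA sequencing were not analysed here.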

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

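Of the tests in this part, those on the noise of shared DMSO libraries and on a length trend as the whole cause were chosen only after the results were seen.

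A difference between groups led to a closer look at the interaction, that is, at the effect of SGI-1027 with and without everolimus. It had an adjusted p under 0.05 for 5861 of 12841 genes in edgeR's quasi-likelihood test (6711 at an unadjusted p under 0.05). For 5475 of them (93.4%) the combination lay nearer to 0 than the sum of the single-drug log2 fold changes, or beyond it on the other side, and for 386 it exceeded the sum. Of 100 groupings of the 12 libraries, 1, the real one, gave as many interaction genes, and the next gave 3059. Such regrouping mixes the drug effects as well, so it does not test the interaction apart from them. Independent noise in DMSO libraries shared by all contrasts does not account for the number of interaction genes, since simulated additive groups gave at most 2. The simulated controls held no shift of a library across many genes, so such a shift was not tested there. The interaction had a Spearman rho of -0.109 with gene length, a size that leaves a part of the length trend open, but 5178 of the 5861 genes kept their side and passed the same limit without that trend, which argues against length as the whole cause. Whether fragmentation or library preparation differed between groups was not tested. What stays open is a response shared by both drugs (Pearson correlation of their log2 fold changes 0.829) to which the second drug may add less than it does alone.

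The interferon-stimulated list, about which the paper makes no claim, was higher than in the DMSO controls in each treated group. Its median log2 fold change was 0.27 with everolimus (48 of 62 genes higher, 14 lower), 1.56 with SGI-1027 (62 higher) and 1.83 with the combination (61 higher, 1 lower). The camera p adjusted over 28 tests was 2.96e-05, 1.06e-79 and 5.36e-81, and 0.407, 0.00388 and 0.00388 with an estimated correlation. The hypothesis that SGI-1027, an inhibitor of DNA methyltransferases, raises these genes predicted a median above 0, and 1.56 was found. Gene length as the whole cause is argued against by a median of 1.45 after its trend was removed. Of the 10 splits of the 6 libraries, 1, the real one, gave a median of that size in the SGI-1027 group, the smallest number that 3 against 3 can give. The interaction had a median of -0.02 (adjusted p = 0.723). In direct comparisons the list was higher with the combination than with everolimus (median 1.45, 61 of 62 genes higher, camera with an estimated correlation p = 5.13e-05) and than with SGI-1027 (median 0.25, 56 higher, p = 0.0432 with the estimated correlation). Whether a change of DNA methylation or another stimulus of interferon signalling raised these genes was not tested.

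S phase and G2/M genes, which the paper does not report as lists, were lower than in the DMSO controls. For xenograft tumors, the paper reports lower Ki-67 and PCNA staining with the combination than with either single drug (Figure 9D). The paper does make claims about the cell cycle, from flow cytometry and EdU staining (Figure 3D and 3E): G0/G1 arrest with everolimus, more of it with the combination, no significant effect of SGI-1027, and fewer EdU-positive cells with the combination than with either drug. Against DMSO, lower genes of both lists with everolimus and with the combination go in the direction of the claimed arrest. The lower genes with SGI-1027 stand beside a reported lack of effect on the cycle. The claims of more arrest and fewer EdU-positive cells compare the combination with single drugs. There S phase genes went the other way, with medians above 0 against everolimus (0.17) and SGI-1027 (0.08). G2/M medians lay below 0 in these comparisons (-0.51 and -0.12). Expression does not measure the share of cells in a phase, and whether these results disagree was not tested. The medians for S phase were -0.48 with everolimus (42 of 43 genes lower), -0.41 with SGI-1027 (41 lower) and -0.32 with the combination (38 lower), with adjusted camera p of 1.27e-16, 2.95e-10 and 6.42e-06 (0.0100, 0.0340 and 0.116 with an estimated correlation). For G2/M they were -0.37 (50 of 54 lower), -0.72 (54 lower) and -0.82 (54 lower), with 1.93e-14, 1.94e-42 and 7.66e-42 (0.0264, 0.00344 and 0.00344). The combination had been predicted to lower both lists, and gene length as the whole cause is argued against by medians of -0.40 and -0.89 there without its trend. For each list 1 of the 10 splits of the 6 libraries, the real one, gave a median as large. The interaction differed from 0, with a median of 0.51 for S phase (42 of 43 genes above 0, adjusted p = 2.93e-18, and 0.00914 with an estimated correlation) and 0.27 for G2/M (44 of 54 above 0, adjusted p = 3.00e-06, and 0.131), so the single-drug effects did not add up. Against everolimus alone, the combination had lower G2/M genes (median -0.51, 54 of 54 lower at an adjusted p under 0.05) while S phase genes were not lower (median 0.17, 34 of 43 higher, 23 higher and 3 lower at an adjusted p under 0.05, camera with an estimated correlation p = 0.240). Against SGI-1027 alone the medians were -0.12 for G2/M and 0.08 for S phase (p = 0.0621 and 0.254 with an estimated correlation). A change in the share of cycling cells was not tested.

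ATF4 targets were lower with everolimus, with a median of -0.20 (28 of 43 genes lower, 15 higher), and higher with SGI-1027 (0.16, 26 higher, 17 lower) and with the combination (0.26, 30 higher, 13 lower). The adjusted camera p was 0.0108, 7.26e-04 and 9.38e-06, but 0.407, 0.289 and 0.161 with an estimated correlation, so that no call against DMSO held there. Compared directly with everolimus, the combination had higher ATF4 targets (median 0.45, 41 of 43 genes higher, 39 of them and 0 of the lower genes at an adjusted p under 0.05, camera with an estimated correlation p = 0.00108). Compared with SGI-1027, 31 were higher and 12 lower (median 0.13, p = 0.0956 with the estimated correlation). The interaction, by which the effect of SGI-1027 differed with and without everolimus, had a median of 0.27 (35 of 43 genes above 0, adjusted p = 1.42e-05, and 0.161 with an estimated correlation). A fall with everolimus had been predicted, since mTOR activity maintains ATF4. Gene length as its whole cause is argued against by a median of -0.25 without the trend. With upper-quartile normalization the everolimus median was -0.12, with the median of all genes at 0.08. With 1 of the 10 splits as large, the real one, and members that move both ways, the change may rest on part of the list.

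Cholesterol synthesis genes differed between groups in the interaction, with a median of 0.28 (24 of 27 genes above 0, adjusted p = 6.79e-04, and 0.117 with an estimated correlation). The single groups had medians of -0.13 with everolimus (20 of 27 lower, adjusted p = 0.0738, and 1.87e-04 with fry), -0.01 with SGI-1027 (adjusted p = 0.723) and 0.17 with the combination (adjusted p = 0.472, and 0.00303 with fry). In direct comparisons the list was higher with the combination than with everolimus (median 0.23, 18 genes higher and 0 lower at an adjusted p under 0.05, with 23 higher and 4 lower irrespective of p, and camera with an estimated correlation p = 0.0288) and than with SGI-1027 (median 0.15, 7 higher and 2 lower, p = 0.0401 with the estimated correlation). With upper-quartile normalization, which moved the median interaction of all genes by -0.08, the list's interaction was 0.21. In the everolimus group this setting gave a list median of -0.06, with the median of all genes at 0.08. No explanation was tested for the interaction.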

How the results depend on the processing

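With DESeq2 and with replicate number as an added term, all 34 results at comparisons kept their direction, their side of the threshold and counts within 1.5 times. The added term gave 5631 interaction genes and 498 and 115, 801 and 141, and 929 and 348 genes (upregulated and downregulated with everolimus, SGI-1027 and the combination), and brought MTOR with everolimus to an adjusted p = 0.0475. Replicate numbers did not group libraries, as deviations from the group means correlated with a median of 0.00135 for equal numbers (18 pairs) and 0.00127 for unequal ones (36 pairs). With DESeq2, 2 single-gene results became stronger. Adjusted p with the same minimum fold change kept all 23 results it bears on, among them 269 and 215 combination-only genes. The causes of the changes below were not tested, except that fewer genes enter a stricter filter and that FPKM pseudocounts shrink the fold changes of weakly expressed genes.

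Adjusted p without a minimum fold change called 3488 and 3749 genes with everolimus, 4106 and 3934 with SGI-1027, 4213 and 4283 with the combination, 608 and 627 only with the combination, 5043 between the combination and everolimus, and 2518 between the combination and SGI-1027. List results (Fisher's exact test) were phagosome 74 (p = 0.148) and lysosome 83 (p = 0.00658) with SGI-1027, lysosome 73 (p = 0.0354) and NOD-like receptor 75 (p = 0.232) with everolimus, and, among combination-only genes, NOD-like receptor 3 (p = 0.940), interleukin-1 7 (p = 0.0640), anion transporter 4 (p = 0.166) and microtubule binding 5 (p = 0.737).

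With at least 10 counts in every library, DEGs numbered 297 and 71 with everolimus, 522 upregulated with SGI-1027, 230 downregulated with the combination, 315 between the combination and everolimus and 100 between it and SGI-1027. List results were phagosome 8 (exact p = 0.128) with SGI-1027, lysosome 4 (p = 0.430) and NOD-like receptor 5 (p = 0.331) with everolimus and anion transporter 2 (p = 0.0621).

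With limma-trend on log2(FPKM + 1) there were 48 and 24 DEGs with everolimus, 133 and 41 with SGI-1027, 250 and 84 with the combination, 120 and 47 only with the combination, 120 between the combination and everolimus and 15 between it and SGI-1027. List results were phagosome 2 (exact p = 0.436) and lysosome 6 (p = 0.00416) with SGI-1027, lysosome 1 (p = 0.469) and NOD-like receptor 2 (p = 0.155) with everolimus, and, among combination-only genes, NOD-like receptor 3 (p = 0.112), interleukin-1 2 (p = 0.155), inflammatory response 4 (p = 0.0404) and anion transporter 0 (none at an unadjusted p under 0.05 with the minimum fold change). With a pseudocount of 0.1 there were 209 and 58, 438 and 85, 618 and 205 DEGs, 128 downregulated only with the combination, 292 between the combination and everolimus and 75 between it and SGI-1027, and list results were phagosome 6 (exact p = 0.0261) and lysosome 5 (p = 0.0842) with everolimus, NOD-like receptor 4 (p = 0.262) with everolimus, lysosome 9 (p = 0.0390) with SGI-1027, inflammatory response 6 (p = 0.0472) and anion transporter 2 (p = 0.0711).

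Without a filter, 361 genes differed between the combination and SGI-1027, the phagosome list had 15 genes with SGI-1027 (exact p = 0.0676), the lysosome list 6 with everolimus (p = 0.495), and the SGI-1027 change of RAB7A was -0.00464. In fits of 2 groups the lysosome list had 5 genes with everolimus (exact p = 0.530). Upper-quartile normalization gave 4 microtubule binding genes (exact p = 0.110), and 6 single-gene results became stronger and 1 weaker. Camera with an estimated correlation gave p = 0.0926 for the phagosome median (0.199) and 0.190 for the inflammatory response median (0.155), and 8 in place of 16 of the 28 tests of further lists passed. Fry, without a preset correlation, gave p = 9.73e-04 for the pyroptosis median (0.100). Ranking by signed z gave an NES of 2.88.

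Leaving out each library in turn gave, for upregulated and downregulated genes, 464 to 544 and 107 to 132 with everolimus, 786 to 885 and 141 to 154 with SGI-1027, 893 to 993 and 337 to 372 with the combination, and 245 to 285 and 201 to 242 only with the combination. Interaction genes ranged from 5308 to 6015, genes between the combination and everolimus from 491 to 554, and between it and SGI-1027 from 217 to 274. On the lists, DEGs ranged from 15 to 16 (phagosome) and 11 to 12 (lysosome) with SGI-1027, from 6 to 11 (phagosome), 4 to 6 (lysosome) and 5 to 7 (NOD-like receptor) with everolimus, and from 19 to 22 (lysosome) and 22 to 25 (NOD-like receptor) with the combination. Combination-only genes ranged from 9 to 10 (lysosome), 7 to 9 (NOD-like receptor), 8 to 12 (interleukin-1), 3 to 6 (inflammatory response), 3 to 6 (anion transporter) and 5 to 7 (microtubule binding). Calls changed for phagosome with everolimus, without everolimus replicate 1 (10, exact p = 0.0485) and without everolimus replicate 3 (11, p = 0.0131), and for microtubule binding without combination replicate 3 (5, p = 0.0541). Without everolimus replicate 3 the lysosome list had 6 genes with everolimus (exact p = 0.419), above the number expected, as had the NOD-like receptor list without DMSO replicate 1 (7, p = 0.440). Anion transporter genes fell to 3 (exact p = 0.0306) without DMSO replicate 2. Medians with the combination ranged from 0.34 to 0.38 (lysosome), 0.58 to 0.61 (lysosomal lumen) and 0.0709 to 0.147 (pyroptosis), and the NES from 1.98 to 2.06. The change of RAB7A with SGI-1027, near 0, changed sign (-0.0610 to 0.0682).

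The number of upregulated genes with everolimus fell from 499 to 297 when each library had to have at least 10 counts. This filter also drops genes that are low in DMSO and rise, such as NOXA1 (6, 17 and 5 counts in DMSO, 50, 51 and 44 with everolimus). Depth was not varied, so the fall does not show whether depth limits the results for weakly expressed genes.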

Differences from the paper's values

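No count of DEGs differed from the paper's by more than 1.5 times in edgeR's fit, and neither did the NES of the lysosome list, 2.04 against about 2.2 in Fig. 6F, read by eye. Genes upregulated only in the combination group numbered 264 against the paper's 329. Of the paper's 329, 284 passed the expression filter, so the others could not be called here. Without a filter, 357 genes were called. Under alternatives set before the data were examined, a difference of over 1.5 times appeared without the minimum fold change and with limma-trend on log2(FPKM + 1) for each of the 8 counts, with limma-trend on log2(FPKM + 0.1) for 6 of them, without a filter for downregulated genes of the everolimus group (166 against the paper's 104), and with at least 10 counts in every library for downregulated genes of the SGI-1027 group (92 against the paper's 142) and genes upregulated only with the combination (218 against the paper's 329).

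The gene lists used here are not the paper's gene sets. The paper reports inflammatory terms among the genes upregulated only with the combination, whereas the Figure S4 list was not enriched there (4 genes, Fisher's exact p = 0.316). With limma-trend this list passed p = 0.05, with 4 genes (exact p = 0.0404) on log2(FPKM + 1) and 6 genes (p = 0.0472) on log2(FPKM + 0.1). Without a filter it had 7 genes (exact p = 0.0501). Ranked over all genes of the combination group the list was enriched (NES 1.53, permutation p = 0.00124).

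The paper reads activation of pyroptotic signaling with the combination from heatmaps of pyroptosis-related and inflammatory genes, whereas the Figure 6E list had 24 genes higher and 17 lower and did not stand apart from other genes (camera, p = 0.308). Fry, which needs no preset correlation and asks another question, gave p = 9.73e-04, in a list whose median was 0.10. The enrichment that the paper shows in Fig. 6F for early endosome membrane and multivesicular body terms did not reach p = 0.05 with fgsea on the lists used here (p = 0.0591 and 0.0988), and did with camera (p = 0.0159 and 0.0144).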

Other observations

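Of the tests in this part, those on near-identical copies, on the U2AF1 sum, on the library size of SGI-1027 replicate 3, on interferon genes within the NOD-like receptor list and on highly counted genes of the lysosome list were chosen only after the results were seen.

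Genes called only with the combination were fewer than simple addition of the single-drug log2 fold changes would give. Simulated additive groups had at least 890 upregulated genes of this kind, against the 264 found, and between 892 and 931 downregulated ones against 219. The prediction was that the simulated number would fall below the observed one if addition was not the cause, whereas it lay above it, and in either direction the observed number was outside the simulated range. Of 100 groupings of the 12 libraries, 1, the real one, gave as many upregulated genes of this kind, and 2, the real one included, gave as many downregulated ones. The sum of the single-drug changes had a Pearson correlation of 0.867 with the combination across genes, SGI-1027 alone 0.889 and everolimus alone 0.757. All of these share the DMSO libraries, and simulated unchanged groups gave between 0.504 and 0.605, between 0.438 and 0.542 and between 0.440 and 0.528 in that order, while simulated additive groups gave between 0.975 and 0.978 for the sum.

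Regrouping gave the following counts and list results. Of 100 groupings of the 12 libraries, 1, the real one, gave as many upregulated combination-only genes on the lysosome, NOD-like receptor and interleukin-1 lists and as many downregulated ones on the anion transporter list, and 2, the real one included, gave as many on the inflammatory response list of Figure S4 and the microtubule binding list. Of the 10 splits of 6 libraries, 1, the real one, gave as large a result for the DEG counts in both directions of each treated group and of the combination against each single drug, for the phagosome, lysosome and NOD-like receptor lists among DEGs, for the medians of the 9 lists at claims in the combination group, and for the p53 and cancer-testis lists. For the NES of the lysosome list 2 of 10 did, and for the cholesterol synthesis list with SGI-1027 7 of 10 did. With 3 libraries against 3, the share is never under 0.1. List counts in these regroupings were not set against the number expected from the DEGs called. Other groupings of the 12 libraries called at most 126 upregulated combination-only genes against 264, so lower counts on the upregulated lists do not test enrichment. Other splits called at most 12 upregulated combination DEGs, so the list counts there do not test it either.

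The NOD-like receptor list shares 8 tested genes with the interferon-stimulated list. Without them, 18 of 117 genes were DEGs of the combination group (one-sided Fisher's exact test, p = 0.0306), which argues against the overlap as the whole cause of that enrichment. Of the 8 list genes upregulated only there, 0 were on the interferon-stimulated list, so the shared genes do not produce that enrichment, although interferon-responsive genes outside the list were not considered. This count replaced, after the result was seen, the same Fisher's exact test without the shared genes (p = 0.00267), which with 0 such genes in the set had only one possible outcome, and the prediction written before for that test was replaced with it. Weak counts are argued against as the source of the lysosome list's enrichment among the genes upregulated only with the combination, since 9 of its 108 genes with a mean of at least 50 counts were among them (Fisher's exact test, p = 7.74e-05). Gene length is argued against as the whole cause of the list's median in the combination group, which was 0.28 without the length trend.

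Other hypotheses gave results that decide nothing. SGI-1027 had been predicted to raise cancer-testis genes silenced by methylation, but the median of the 11 tested genes was -0.12 (adjusted p = 0.723), with 0.04 in the everolimus group, 0.13 in the combination group and 0.08 for the interaction. It had been predicted to raise cholesterol synthesis genes, with a median of -0.00864 found. P53 targets had been predicted to rise with the combination, and their median was -0.0894 (camera with a preset correlation, adjusted p = 0.361, fry p = 9.06e-05, 12 genes higher and 12 lower at an adjusted p under 0.05), with -0.02 for everolimus, -0.01 for SGI-1027 and 0.04 for the interaction. Upper-quartile normalization moved the median of all genes by about as much as these medians lie from 0 (to 0.0752 with everolimus and 0.0714 with SGI-1027), so the signs of the single-drug medians of p53 targets and of the cholesterol synthesis median with SGI-1027 carry no direction.

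Replicate libraries differed unevenly. SGI-1027 replicate 3 lay apart from replicates 1 and 2 (chi-square per gene 16.5 and 16.2, against 3.05 between the other 2) and on the third principal component (7.50% of the variance, score 22.8 against 10.7 and 10.5). Library size does not account for it, with totals in that group within a ratio of 1.07. Its deviation had a Spearman rho of 0.115 with gene length, a size at which a weak length effect cannot be told apart from others. DMSO replicate 1 lay apart from replicates 2 and 3 (10.4 and 13.3, against 3.62 between those), and its deviation did not follow gene length (rho -0.0145). Both libraries were shifted the same way on the third component, where DMSO replicate 1 scored 8.56 against -1.56 and -3.38, and their deviations from the group means had a correlation of 0.232, the highest of the 54 pairs of libraries from different groups. What they share was not tested. Among all genes, the log2 fold change had a Spearman rho with length of 0.0864 for everolimus, 0.139 for SGI-1027 and 0.0969 for the combination. No biological explanation was tested.

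Some genes with near-identical copies varied between replicates. The within-group SD on the log2 scale was 0.544 for CBS and 1.20 for CBSL, 0.451 for their sum, 0.681 for SMN1 and 0.291 for SMN2, 0.448 for their sum, and 0.531 for U2AF1 and 0.665 for U2AF1L5, 0.523 for their sum. A sum of copies that vary independently would also vary less, so reads shared between copies cannot be told apart from variation of the genes. Of some pseudoautosomal genes the second copy took nearly all reads of the pair. GTPBP6-2 had 90 to 532 counts in DMSO libraries, ASMTL-2 38 to 403, SLC25A6-2 391 to 3201 and CD99-2 459 to 5323 in SGI-1027 libraries, while the first copies of these 4 had between 0 and 6. These 4 were named after their values were seen, and the others of the 9 second copies in the tables are not described by this, since some first copies had more counts.

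The highest interactions among genes with a mean of at least 50 counts were those of ASMTL-2 (3.30, standard error 1.08, adjusted p = 0.0182 from edgeR's quasi-likelihood test), which did not pass 0.05 without combination replicate 3 (2.23, adjusted p = 0.104), without DMSO replicate 2 (2.48, adjusted p = 0.0757) or with limma-trend (adjusted p = 0.139 and 0.128), APLN (2.27, standard error 0.19, adjusted p = 5.19e-08) and RTL9 (1.94, standard error 0.36, adjusted p = 2.39e-04). The lowest were those of U2AF1 (-3.72, standard error 0.58, adjusted p = 4.97e-05), GLP2R (-3.11, standard error 0.40, adjusted p = 5.84e-06) and EPPK1 (-3.10, standard error 0.30, adjusted p = 2.37e-07). Summed with its copy U2AF1L5, U2AF1 had an interaction of -1.36 (standard error 0.504, adjusted p = 0.0351 from the same test), so division of reads between the copies may account for part of its size. The sum itself varied between replicates (within-group SD 0.523 on the log2 scale), so whether the rest is a change of the gene cannot be told.

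Other genes that the paper names changed as follows, in the order everolimus, SGI-1027 and combination against DMSO. DNMT1, a target of SGI-1027, had log2 fold changes of -0.67, -0.61 and -0.62 (standard error 0.04 each) and an interaction of 0.66 (standard error 0.05, adjusted p = 2.94e-08 from edgeR's quasi-likelihood test). DNMT3A had 0.78, 0.73 and 0.73, and DNMT3B -0.48, -0.16 and -0.22. The DNMT3B change with SGI-1027 (adjusted p = 0.0617) depended on settings and single libraries. Its adjusted p was 0.0396 with DESeq2, 0.0223 without a filter and 0.0289 without DMSO replicate 3. Without SGI-1027 replicate 3 the change was -0.26 (adjusted p = 6.20e-04), and without SGI-1027 replicate 2 it was -0.085 (adjusted p = 0.304). With the combination, the adjusted p of DNMT3B was 0.0108, and 0.0541 without DMSO replicate 1. LAMP1 had 0.27, 0.35 and 0.55, LAMP2 0.13, 0.12 and 0.06 (adjusted p = 0.0150, 0.0209 and 0.223, of which the first and second rose to 0.0655 and 0.0775 without DMSO replicate 1 and the last fell to 0.0253 with upper-quartile normalization), and MAP1LC3B 0.33, 0.37 and 0.55. PARP1 had -0.33, -0.49 and -0.54, MKI67 -0.47, -0.77 and -0.91, PCNA -0.38, -0.41 and -0.30, and MTOR 0.09 (adjusted p = 0.0512, between 0.00103 and 0.0446 with DESeq2, upper-quartile normalization, at least 10 counts in every library, fits of 2 groups and both limma-trend settings, and 0.143 without a filter), -0.06 and -0.07 (adjusted p = 0.0889). The interaction of GSDME was -0.16 (adjusted p = 0.0700), -0.19 (adjusted p = 0.0363) without DMSO replicate 3, and -0.23 (adjusted p = 0.0102) with upper-quartile normalization.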
